# Atad2 is a generalist facilitator of chromatin dynamics in embryonic stem cells

**DOI:** 10.1093/jmcb/mjv060

**Published:** 2016-08-19

**Authors:** Yuichi Morozumi, Fayçal Boussouar, Minjia Tan, Apirat Chaikuad, Mahya Jamshidikia, Gozde Colak, Huang He, Litong Nie, Carlo Petosa, Maud de Dieuleveult, Sandrine Curtet, Anne-Laure Vitte, Clothilde Rabatel, Alexandra Debernardi, François-Loïc Cosset, Els Verhoeyen, Anouk Emadali, Norbert Schweifer, Davide Gianni, Marta Gut, Philippe Guardiola, Sophie Rousseaux, Matthieu Gérard, Stefan Knapp, Yingming Zhao, Saadi Khochbin

**Keywords:** FACT, epidrug, germ cells, cancer drug target, histone turnover, Pax3, histone chaperone

## Abstract

Although the conserved AAA ATPase and bromodomain factor, ATAD2, has been described as a transcriptional co-activator upregulated in many cancers, its function remains poorly understood. Here, using a combination of ChIP-seq, ChIP-proteomics, and RNA-seq experiments in embryonic stem cells where *Atad2* is normally highly expressed, we found that Atad2 is an abundant nucleosome-bound protein present on active genes, associated with chromatin remodelling, DNA replication, and DNA repair factors. A structural analysis of its bromodomain and subsequent investigations demonstrate that histone acetylation guides ATAD2 to chromatin, resulting in an overall increase of chromatin accessibility and histone dynamics, which is required for the proper activity of the highly expressed gene fraction of the genome. While in exponentially growing cells Atad2 appears dispensable for cell growth, in differentiating ES cells Atad2 becomes critical in sustaining specific gene expression programmes, controlling proliferation and differentiation. Altogether, this work defines Atad2 as a facilitator of general chromatin-templated activities such as transcription.

## Introduction

The advent of small molecule inhibitors targeting bromodomains has made it possible to tackle signalling processes that follow chromatin acetylation, especially in pathological settings, such as cancer. Although the proof of concept has been clearly established in the case of BET bromodomains (Picaud et al., 2013; Filippakopoulos and Knapp, 2014; Sanchez et al., 2014; Schaefer, 2014), the utility of targeting bromodomains in most other proteins awaits additional investigation (Philpott et al., 2014). ATAD2 is a remarkably conserved protein present in lower and higher eukaryotes (Cattaneo et al., 2014). In many eukaryotes, two closely related genes encode *ATAD2* paralogs (Cattaneo et al., 2014). In human, they are designated as *ATAD2A* and *ATAD2B*/*KIA1240*. All *ATAD2* orthologs share a characteristic N-terminal AAA ATPase domain and a C-terminal bromodomain. The almost systematic upregulation of *ATAD2A* in many unrelated solid human tumours (Caron et al., 2010) and its association with poor prognosis in various cancers including lung cancer (Caron et al., 2010), breast cancer (Caron et al., 2010; Kalashnikova et al., 2010), hepatocellular carcinoma (Wu et al., 2014; Yang et al., 2014), and ovarian carcinoma (Wan et al., 2014) strongly suggest that *ATAD2A* overexpression favours malignant transformation and cancer progression.

Additionally, several molecular studies have identified ATAD2A as a transcriptional co-regulator acting on cancer/proliferation-promoting factors such as oestrogen and androgen receptors (Zou et al., 2007, 2009), E2F transcription factors (Revenko et al., 2010) and Myc (Ciro et al., 2009; Boussouar et al., 2013). Taken altogether, these data suggest that ATAD2A could be a relevant drug target for bromodomain inhibitors, and early chemical starting points targeting the bromodomain have been identified (Chaikuad et al., 2014). Despite these studies, the function of ATAD2 in a ‘normal’ physiological setting has never been addressed. To conform with most of the literature, we refer to ATAD2A as ATAD2 throughout this text.

In order to investigate the function of ATAD2 in its physiological context, we used a bioinformatics-based strategy to identify the origin of normal ATAD2 expression. This approach shows that *ATAD2* is not only highly expressed in male germ cells, as we reported previously (Caron et al., 2010), but also normally predominantly active in embryonic stem (ES) cells, prompting us to undertake a comprehensive study of Atad2 function in this latter setting. To this end, we first used a knock-in approach to introduce three C-terminal tags to the endogenously expressed Atad2 and then combined ChIP-seq, ChIP-proteomics, and RNA-seq approaches to generate comprehensive sets of data on Atad2 function. Additional functional studies allowed us to characterize the normal function of Atad2, and to show that it is a general auxiliary factor targeting acetylated histones and facilitating chromatin-templated processes by maintaining chromatin accessible. Our findings also suggest that this function is particularly critical in sustaining differentiation-specific gene expression and cell growth.

## Results

### ATAD2 is predominantly expressed in embryonic stem cells

Our previous investigation of *ATAD2/Atad2* gene expression pattern and protein accumulation showed that the gene is normally highly expressed in male germ cells and that it is also frequently abnormally active in many cancers, similar to many other testis-specific genes (Caron et al., 2010). In order to explore the normal pattern of *ATAD2* expression in more details, we carried out a recently described bioinformatics approach (Rousseaux et al., 2013), which enabled us to estimate ATAD2 expression in large series of Affymetrix transcriptomic data from various normal and non-tumoral human tissues. This analysis revealed that *ATAD2* is predominantly expressed in male germ cells and, to a lesser extent, in ES cells, as well as in some haematopoietic tissues (bone marrow), whereas its expression level is low or null in most normal adult somatic solid tissues (Figure 1A). Hence, *Atad2* belongs to a group of genes predominantly expressed in germ cell/stem cell (Wang et al., 2015). Therefore, in order to investigate Atad2 function in its normal expression setting, we used mouse embryonic stem (ES) cells and combined the power of next-generation sequencing and proteomics approaches. To maximize the reliability of these ‘omics' approaches, we set up a tandem purification protocol enabling a drastic reduction of the background noise and high confidence identification of Atad2-associated genomic regions and proteins.

**Figure 1:**
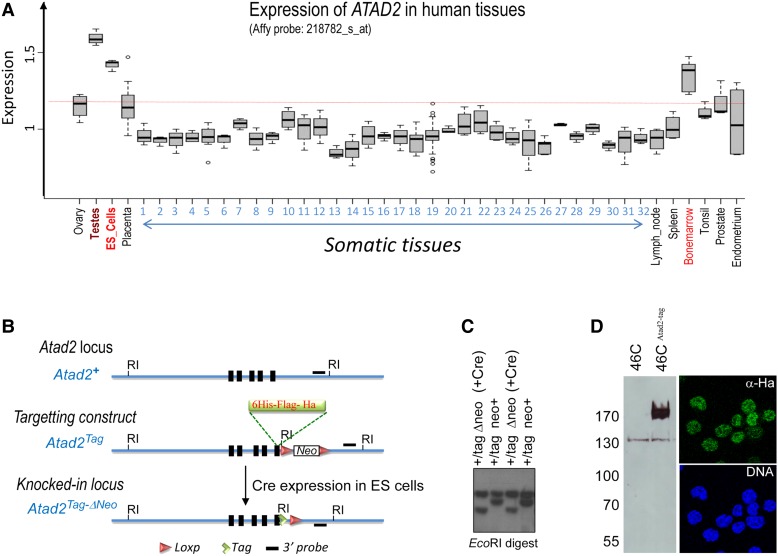
ATAD2 is predominantly expressed in male germ and ES cells: Knock-in strategy to introduce TAP tags at the Atad2 C-terminal region. (**A**) Raw .CEL files were downloaded from the GEO website (http://www.ncbi.nlm.nih.gov/geo/) corresponding to data from 351 samples of normal human tissues, including a large series of adult somatic and germline tissues (334 samples from GSE3526), placenta (14 samples from GSE18809, GSE7434, and GSE9984), and embryonic stem cells (3 samples from GSE9440). The data were normalized together using the RMA algorithm for summarization and quantile normalization, and the expression of the *Atad2* gene in each of the indicated tissues is shown as box plots. The numbers from 1 to 32 indicate the following tissues, respectively: adipose tissue, adipose omental, adipose subcutaneous, adrenal gland cortex, amygdala, bronchus, cervix, colon caecum, coronary artery, oesophagus, heart atrium, heart ventricle, kidney cortex, kidney medulla, liver, lung, mammary gland, myometrium, neuro, nipple cross section, oral mucosa, pharyngeal mucosa, pituitary gland, salivary gland, saphenous vein, skeletal muscle, stomach cardia, stomach fundus, stomach pyloric, thyroid gland, tongue main corpus and trachea. (**B**) The map of the 3′ end of *Atad2* gene encompassing the last coding exons is shown. The indicated DNA segment containing the TAP tag 6xHis-Flag-Ha, upstream of a *LoxP* site-flanked-*Neo* cassette in frame with *Atad2* last exon, was introduced in the ES cell genome by homologous recombination. The expression of Cre recombinase in ES cells led to the deletion of the *Neo* cassette. The *Eco*RI sites and the 3′ probes used for Southern analysis (black lines) are indicated. (**C**) A Southern blot revealed by the probe indicated in **B** shows ES cell *Atad2* region before and after expression of Cre recombinase (+Cre) and excision of the *Neo* cassette (Δneo). (**D**) Protein extracts prepared from ES cells expressing Atad2-tag (46C^Atad2-tag^) or not (46C) were probed by an anti-Ha (left panel), and cells were stained with this antibody to detect Atad2-tag by immunofluorescence (right panel).

The recombineering approach (Liu et al., 2003) was used to introduce three tags, Flag, Ha, and His, at the C-terminal part of the endogenous Atad2 protein (Figure 1B). Clones showing successful homologous recombination (Figure 1C) were established, and one of them was chosen for further studies. Initial analyses showed that the protein was expressed and could easily be detected by an anti-Ha antibody in a total cell lysate, as well as *in situ*, where the protein was exclusively nuclear (Figure 1D).

### Genome-wide mapping of Atad2 chromatin interactions in ES cells

Studies in cancer had shown that ATAD2 is a transcription co-activator acting together with a variety of transcription factors such as E2F, oestrogen and androgen receptors, and Myc (Boussouar et al., 2013). We mapped all genomic sites associated with Atad2 in ES cells to see whether Atad2 could also be associated with specific transcriptional regulatory elements and/or with a particular gene expression programme in these cells.

For this purpose, we used the immunoprecipitation following tandem affinity purification (TAP) protocol, which proved to purify Atad2 very effectively with almost no background (see below, the ChIP-proteomics approach). Cross-linked sheared chromatin fragments underwent two rounds of ChIP. After the first ChIP using an anti-Flag antibody, Atad2-bound fragments were released with an excess of Flag peptides and then used for the second round of ChIP using an anti-Ha antibody. Atad2-associated genomic DNA fragments were then sequenced. The parental 46C ES cells, expressing the non-tagged form of Atad2, were used in parallel as a control and did not show any significant peak enrichment under the same ChIP conditions.

The analysis of Atad2-associated genomic peaks revealed a clear bias towards gene-containing regions compared with intergenic regions (Figure 2A, Exp1), but no particular enrichment was observed in transcription start sites (TSS), promoters, or enhancers. Indeed, >80% of the Atad2 peaks were found over gene-containing regions (including coding exons (26%) and intronic regions (55%)), and only a minor fraction was found within 5 kb upstream from TSS (2%). Figure 2B shows an example of Atad2 peaks associated with gene clusters and their relative depletion in intergenic regions (Exp1).

**Figure 2:**
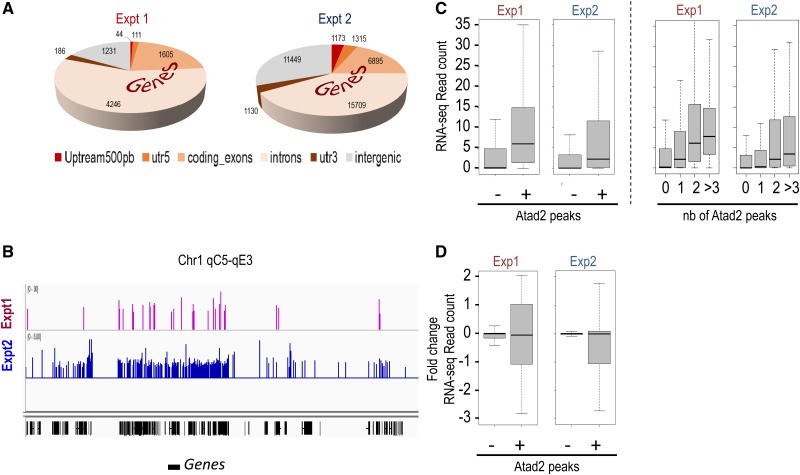
Visualization of Atad2–genome interaction by ChIP-seq. (**A**) In two different sets of experiments, the chromatin of 46C or 46C^Atad2-tag^ ES cells was subject to immunoprecipitations. In the first experiment (Exp1), sheared formaldehyde-crosslinked chromatin followed by a tandem purification protocol was used, whereas in the second experiment (Exp2), DNA sequencing was performed after an anti-Ha immunoprecipitation of non-crosslinked MNase-digested chromatin fragments (see Figure 3A). In both cases, the genomic annotations of the sequenced fragments are presented as a pie chart. Peak numbers corresponding to these annotations are indicated. (**B**) An example illustrating the enrichment in Atad2 peaks of gene-rich regions of the genome is shown for the two ChIP-seq experiments. (**C**) The expression levels of two groups of genes, those associated with Atad2 peaks (+) and those not associated with Atad2 peaks (−), are shown as box plots for both ChIP experiments (left panel: Exp1 and Exp2, respectively). The expression levels increase significantly with the number of Atad2 peaks (right panel: ANOVA *P*-values <0.001). The gene expression levels were determined from RNA-seq data from wild-type 46C^Atad2-tag^ cells, treated with a scrambled siRNA (see below, **D**). (**D**) 46C^Atad2-tag^ cells were treated with two active anti-*Atad2* siRNAs and an inactive siRNA. Each RNA sample was sequenced twice, and the efficiency of Atad2 knockdown was verified by comparing Atad2 mRNA read counts from control cells and cells treated with either anti-*Atad2* siRNA. The indicated fold changes correspond to the ratios of read counts of knockdown vs. wild-type cells, all using the corresponding read counts. The fold change ratios of gene expressions after Atad2 knockdown compared with control ES cells in both ChIP experiments are shown for the two groups of genes: those associated with Atad2 peaks (+) and those not associated with Atad2 peaks (−).

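RNA from 46C mouse ES cells carrying the tagged Atad2 was sequenced after transfection with the scrambled siRNA (si-ctrl) or with anti-Atad2 siRNA (si-Atad2). The 4 libraries analysed here are si-ctrl 1, si-ctrl 2, si-Atad2 1 and si-Atad2 2, that is 2 libraries per condition. The sample labels speak of replicates 1 and 2 of each treatment, whereas the legend of Figure 2 speaks of a pair of active siRNAs and of each RNA being sequenced again. Which siRNA was used for which si-Atad2 library is therefore not stated here, and the 2 libraries of a condition are treated as replicates. Whether they come from separate transfections or from repeat sequencing of the same RNA is not known, and in the latter case the spread between replicates and the p-values by limma cover technical variation only. The authors compared si-Atad2 1 with si-ctrl 1 and si-Atad2 2 with si-ctrl 2 in separate Cuffdiff runs and deposited, for each of 59120 transcripts, the level in fragments per kilobase of transcript, scaled to the size of the library (FPKM), with its 95% confidence interval and a test of 1 library against 1 library. The paper's supplement states, in the legend on repeats, that the RNA-seq reads were mapped with Bowtie, and the paper's text gives no version or setting. The tables give no read counts. The widths of the authors' intervals correspond to about 29900000 fragments for si-ctrl 1, 28600000 for si-Atad2 1, 28000000 for si-ctrl 2 and 28300000 for si-Atad2 2, which is an estimate of the depth and not a count. The summed FPKM of a library lay between 676151 and 743454, and the 10 highest transcripts took between 45.8% and 52.4% of that sum, most of it in RNAs of 53 to 121 bases, for which FPKM are unreliable. Transcripts of one gene are listed separately, so the fragments of a gene were divided between its overlapping transcripts. A gene symbol was assigned to a transcript from its position and length in the GENCODE annotation of GRCm38, which named 82.2% of the tested transcripts. Because each Cuffdiff run was scaled on its own, the change on knockdown was taken within a run, as the log2 ratio of (FPKM + 1) in si-Atad2 over si-ctrl, which understates the change of weakly expressed genes. The 17733 transcripts with a mean of at least 1 FPKM and a valid estimate in all 4 libraries were tested with limma on the pair of ratios, with Benjamini-Hochberg adjustment. Replicates differed by more than counting error. The median squared difference between the si-ctrl libraries was 2.76 times, and between the si-Atad2 libraries 4.10 times, the value that the authors' intervals alone give.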

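Atad2 lies on chromosome 15 of GRCm38 from 58094047 to 58135082, on the minus strand, and its main transcript is listed as uc007vtf.1. Its level was 32.8 FPKM (authors' 95% interval 32.1 to 33.5) in si-ctrl 1 and 9.41 FPKM (9.03 to 9.79) in si-Atad2 1, so that 28.7% of the control level remained. In the other pair it was 35.2 FPKM (34.5 to 36.0) in si-ctrl 2 and 12.2 FPKM (11.8 to 12.7) in si-Atad2 2, and 34.7% remained. The difference on knockdown was larger than the difference between the libraries of either condition. The log2 ratio was -1.70 in pair 1 and -1.45 in pair 2, with a mean of -1.58 (standard error 0.088). Tested over single transcripts, its adjusted p was 0.238 by limma. When the FPKM of all transcripts of a gene were summed, the log2 ratio of Atad2 was -1.53 with an adjusted p of 0.00093 by limma, and over all settings tried the adjusted p lay between 1.8e-06 and 0.763. Without regard to pairs, the smallest p that a two-sided exact permutation test of 2 libraries against 2 allows is 0.333. The limma tests were run on the pair of ratios, to which this limit does not apply as such.

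**Figure D1:**
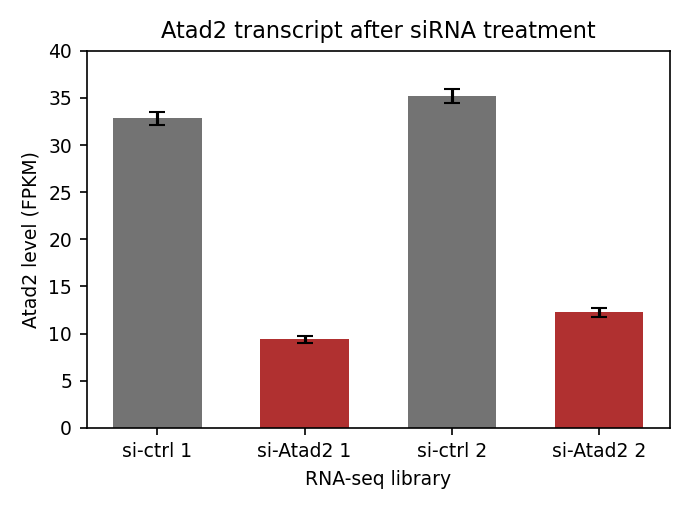
Level of the main Atad2 transcript (FPKM, vertical axis) in each of the 4 libraries (horizontal axis), with the authors' 95% confidence intervals as error bars. The si-Atad2 libraries, at 9.41 and 12.2 FPKM, lie below the si-ctrl libraries, at 32.8 and 35.2 FPKM.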

Since chromatin crosslinking affects antigen recognition, and the TAP procedure may lead to important losses in the final DNA recovery, we also performed a native single anti-Ha ChIP and analysed the Atad2-associated regions (Exp2). Indeed, we reasoned that, due to a very tight association of Atad2 with chromatin (see below, the ChIP-proteomics approach), crosslinking should not be necessary to reliably isolate Atad2-associated chromatin.

In all these experiments, the parental 46C cell line was used as a control. The second experiment corroborated the results presented above. A clear enrichment of Atad2 peaks in gene-containing regions of the genome was observed (65%), mainly encompassing coding exons and intronic regions (Figure 2A, Exp2). Both experiments show that, although enriched over the gene-containing regions of the genome, the peaks do not show any specific localization within these regions (Figure 2A and B, Exp2).

We then considered the characteristics of Atad2-associated genes. First, using a RNA-seq approach, we established ES gene expression levels and then compared the global expression of Atad2-associated genes with genes devoid of Atad2 peaks. 

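In the si-ctrl libraries, the transcripts with a valid estimate in all 4 libraries were grouped by level. In si-ctrl 1, 28798 transcripts lay under 0.1 FPKM, 11887 between 0.1 and 1 FPKM, 11687 between 1 and 10 FPKM and 6028 at 10 FPKM or more. In si-ctrl 2 the same classes held 29144, 11680, 11527 and 6049 transcripts. The levels of the 2 libraries come from separate Cuffdiff runs and are set side by side for description. Pou5f1, which encodes Oct4 and maintains the ES cell state, was listed at 685 FPKM in si-ctrl 1 and 655 FPKM in si-ctrl 2, close to Actb at 678 and 675 FPKM. Parp1 stood at 173 and 172 FPKM, and Ssrp1, a subunit of the histone chaperone FACT, at 96.4 and 96.5 FPKM. Among the genes of differentiated lineages that the paper names, Gata6 stood at 0.63 and 0.68 FPKM and Gata4 at 0.64 and 1.05 FPKM. The Gata4 values are those of 1 transcript, and its transcripts summed to 1.12 and 1.18 FPKM. Afp stood at 0.055 and 0.046 FPKM and Pax3 at 0.0060 and 5.0e-06 FPKM. Nes (3.57 and 3.75 FPKM), Eomes (1.95 and 2.05 FPKM), Fgf5 (1.70 and 1.99 FPKM) and T (1.17 and 1.07 FPKM) lay above 1 FPKM, as did Gata4 when summed. The Atad2 ChIP-seq peaks were not analysed here, so that these levels could not be split by Atad2 occupancy.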

Strikingly, both ChIP experiments demonstrated that genes associated with Atad2 present a much higher transcriptional activity compared with those devoid of Atad2 (Figure 2C, left panel). Moreover, the levels of transcriptional activity, measured by the number of RNA-seq reads in ES cells, increased significantly in genes with higher Atad2 peak density (Figure 2C, right panel).

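Across the 17733 tested transcripts, the log2 ratios of si-Atad2 over si-ctrl in pair 1 and pair 2 had a Spearman correlation of 0.21 and a Pearson correlation of -0.054. These correlations are across transcripts, which are not independent replicates, and the pairs share no library. The interquartile range of the log2 ratios was 0.25 in pair 1 and 0.20 in pair 2. Between libraries of the same condition it was 0.16 for si-ctrl and 0.21 for si-Atad2, so that the spread on knockdown was on average 1.22 times that between replicates and in pair 2 alone 1.08 times. With limma, 2 transcripts had an adjusted p under 0.05, of which 1 was higher and 1 lower, while 1520 had an unadjusted p under 0.05, against 887 that chance would give. Both of these are short RNAs, Mir684-2 and Mir1907, listed at 0 FPKM in both libraries of a condition, where an FPKM of 0 can be a failed estimate. Summing the FPKM of all transcripts of a gene moved this count most among the planned settings. Of 10222 genes, 62 then had an adjusted p under 0.05 (53 higher and 9 lower after knockdown). Over summed genes, a choice added after seeing the data, the pairs had a Spearman correlation of 0.36 and a Pearson correlation of 0.086. Leaving out transcripts shorter than 200 bases as well, a choice made after seeing the data, gave 218 genes (172 higher and 46 lower), and under median of ratios 120 higher and 17 lower. Removing the trend with GC content, also chosen after seeing the data, left 11 genes (8 higher and 3 lower) in place of 62. In place of the 218, it left 77 (68 higher and 9 lower). Of the 11, 7 were among the 218. Summed genes at an unadjusted p under 0.05 by limma went from 1446 to 1539 on this removal. Their Spearman correlation between the pairs went from 0.36 to 0.41. The lower count therefore does not give the share of changes that follow GC content. In the authors' deposited table, 7791 transcripts were called significant in pair 1 and 5642 in pair 2, each in a test of 1 library against 1 library. According to the authors' deposited table, 2748 transcripts were called in both pairs, of which 1982 had the same sign, 916 higher and 1066 lower after knockdown. In the authors' deposited table of transcript tests the balance was the other way, with 441 higher and 394 lower.

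**Figure D2:**
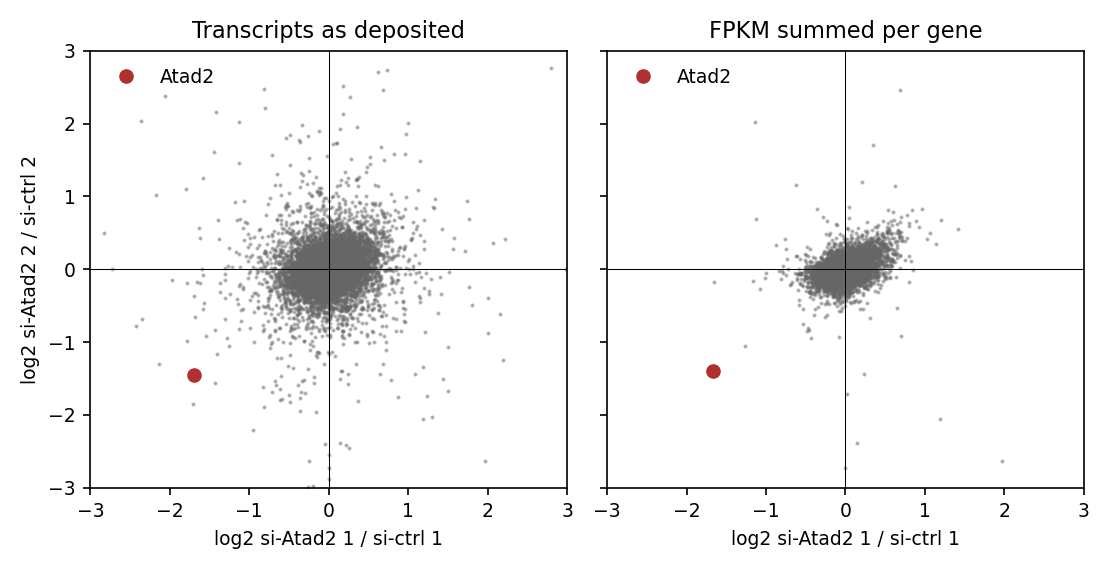
Log2 ratio of si-Atad2 1 over si-ctrl 1 (horizontal axis) against that of si-Atad2 2 over si-ctrl 2 (vertical axis), for single transcripts (left) and for genes with their transcripts summed (right). Each point is a transcript or gene, Atad2 is marked in red, and 84 transcripts and 26 genes lie outside the axis limits of 3. The cloud is narrower and more tilted on the right, where the Spearman correlation is 0.36.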

Next, we used a siRNA approach to knock down Atad2 and measure the resulting variations in gene expression by RNA-seq. Interestingly, the knockdown of Atad2 using two different siRNAs specifically affected the transcription of Atad2-associated genes, but not the expression of genes devoid of Atad2, suggesting that Atad2 intervenes in sustaining the transcriptional activity of the associated genes (Figure 2D).

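Figure 2D shows fold changes of read counts on an axis that reaches below 0, and its legend describes them as ratios. Here a signed fold change of FPKM was computed, as the ratio where it exceeds 1, as minus its inverse where it is below 1, and as 0 where a transcript is listed at 0 FPKM. This form was chosen here and is not stated in the legend. The Atad2 peaks were not analysed here. In each knockdown pair, transcripts were grouped by their level in the si-ctrl library of the other pair. For the 2 si-ctrl libraries they were grouped by si-Atad2 1, and for the 2 si-Atad2 libraries by si-ctrl 1, so that no library of a ratio sets its own classes. Under 0.1 FPKM, both quartiles of the signed fold change were 0 in each pair. At 10 FPKM or more, the quartiles were -1.09 and 1.06 with a median of -1.01 in pair 1, and -1.08 and 1.02 with a median of -1.03 in pair 2. In the comparison of si-ctrl 2 with si-ctrl 1, the quartiles of this class were -1.05 and 1.05 with a median of 1.00, and those under 0.1 FPKM were again 0. The distance between the quartiles was 2.15 and 2.11 on knockdown, 2.09 between the si-ctrl libraries and 2.12 between the si-Atad2 libraries. These widths hardly vary because the form has a gap between -1 and 1. On the log2 scale, with transcripts grouped by the mean of the si-ctrl libraries, the interquartile range at 10 FPKM or more was 0.20 in pair 1 and 0.14 in pair 2, against 0.13 between the si-ctrl libraries and 0.16 between the si-Atad2 libraries, that is 1.41 and 1.01 times the mean of the replicates. The median log2 ratio of transcripts at 10 FPKM or more was lower than that of transcripts at 1 to 10 FPKM by a difference of -0.024 in pair 1 and -0.044 in pair 2. The same difference was 0.020 between the si-ctrl libraries and -0.0011 between the si-Atad2 libraries. With 1 value per pair, no test was run on this difference. Of the 16 genes other than Atad2 that the paper names and the tables list, 12 were expressed highly enough to be tested. Their log2 ratios lay between -0.33 (Fgf5, at 0.020 in pair 1 and -0.69 in pair 2) and 0.17 (T), and their adjusted p by limma between 0.596 and 0.965. This test over single transcripts recovered 0% of 2-fold changes in simulated data and gave Atad2 itself an adjusted p of 0.238 by limma. It therefore does not show that these genes were unchanged. Pou5f1 had a log2 ratio of -0.14 (standard error 0.062, adjusted p = 0.615 by limma), and Actb, which marks no particular cell state, one of -0.16 (standard error 0.062, adjusted p = 0.596 by limma). Atad2b, the paralog of Atad2, went up in pair 1 (log2 ratio 0.14) and down in pair 2 (-0.18). From the fold changes of genes with and without Atad2 peaks, the paper proposes that Atad2 sustains the transcription of the genes it is associated with.

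**Figure D3:**
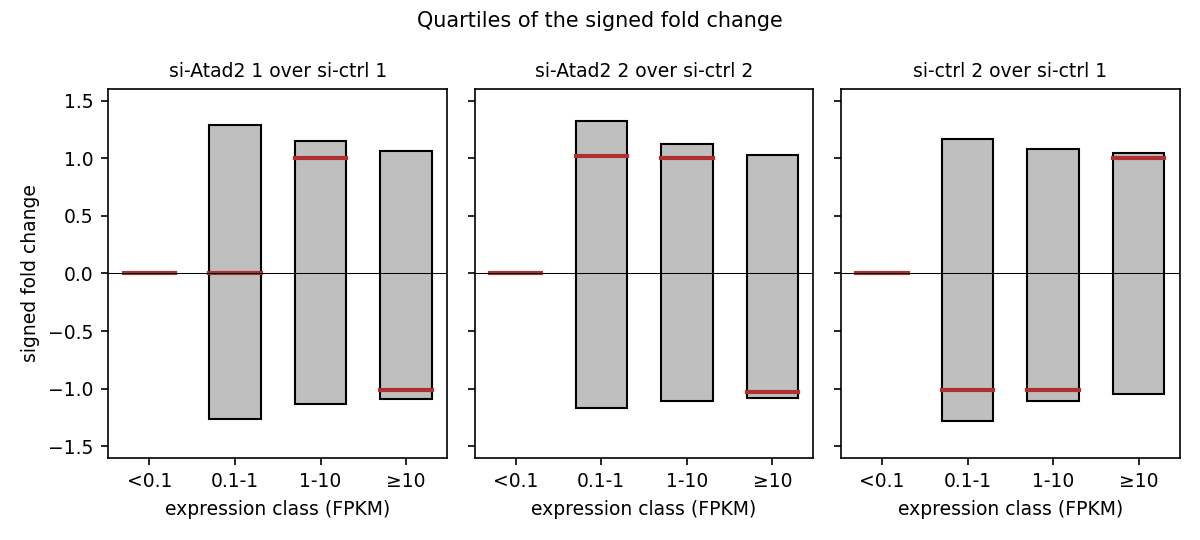
Signed fold change (vertical axis) by expression class in FPKM in a library outside the comparison (horizontal axis) for each knockdown pair and for the 2 si-ctrl libraries. Boxes span the first to the third quartile and red lines are medians; the box is flat at 0 under 0.1 FPKM and spans 2.15, 2.11 and 2.09 from left to right at 10 FPKM or more.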

We also analysed the generated RNA-seq data to see whether any of the known mouse genome repetitive sequences showed a differential expression with Atad2 knockdown. Data compiled in Supplementary Figure S1 show that none of the considered repeat elements presented a deregulated expression.

Overall, these data demonstrate that, although Atad2 is neither a transcription factor nor a specific transcriptional co-regulator, it associates with transcriptionally active genomic domains to contribute to the maintenance of gene activity.

### ChIP-proteomics analysis of Atad2-bound chromatin regions

The ChIP-seq data suggested that Atat2 could be a ‘generalist’ factor, rather than a specific ‘transcription factor’, associated with active chromatin regions such as genes showing high transcriptional activities. To support this hypothesis, we purified Atad2-bound nucleosomes using the tandem affinity protocol and identified the associated factors.

Pilot experiments were performed and revealed that a tight association of Atad2 with chromatin hampered the preparation of soluble nuclear extracts containing Atad2. This problem was overcome by extensive micrococcal nuclease (MNase) digestion. Figure 3A shows that nucleosomes released after MNase treatment were devoid of Atad2 (S1 fraction), while a significant amount of Atad2 was released along with mononucleosome-enriched chromatin fragments after treatment of nuclei with a buffer containing 340 mM NaCl (S2 fraction). The rest of Atad2 remained in the insoluble nuclear material (P2 fraction).

**Figure 3:**
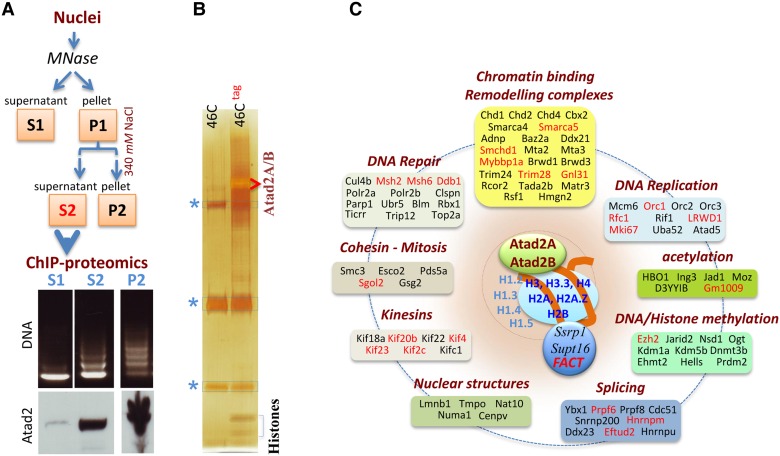
Characterization of Atad2–chromatin interaction by ChIP-proteomics. (**A**) The chart flow indicates the important steps in nuclear extract preparation. The ethidium bromide-stained gel shows the state of chromatin digestion by MNase (DNA panel), and the presence of Atad2 in the corresponding fractions is revealed by western blot (WB panel). (**B**) A tandem affinity purification (TAP) protocol was used to purify Atad2-tag-bound nucleosomes (fraction S2). The same approach was used on the same amount of extracts from the parental 46C ES cell line. The immunoprecipitated materials were visualized on a silver-stained gel (see also Figure 4B). Asterisks indicate Ig bands corresponding to the second immunoprecipitation. All gel segments containing bands present in 46C^tag^ ES cell sample were cut out from both 46C^tag^ and 46C lanes, respectively (see Supplementary Figure S2 for a better visualization of the analysed gel segments), and analysed by MS. (**C**) Atad2-nucleosome associated factors were grouped into the indicated functional categories (see Supplementary Table S1A). An independent tandem affinity purification of Atad2 was performed, where, after Flag peptide elution of immunoprecipitated materials, an immobilized Ha antibody cross-linked to Dynabeads was used for the second immunoprecipitation, and the immunoprecipitated materials was eluted using a SDS-PAGE loading buffer (see Figure 4B as an example of the set of proteins obtained following this protocol). The eluted material was loaded on a SDS-PAGE gel and underwent short migration and isolated in a single gel segment, which was then submitted to MS analysis. As above, a strictly same procedure was carried out on C46 cells, and the samples were analysed in parallel. Proteins from both C46^tag^ and C46 were identified in red and reported in Supplementary Table S2. The results of Atad2 ChIP-proteomics shown here were also compared with Yta7 ChIP-proteomics data (Lambert et al., 2010) organized in the same way (Supplementary Figure S3).

The tandem purification protocol for Atad2 recovery was then applied on the S2 fraction. The first immunoprecipitation was carried out using anti-Flag M2 beads followed by elution with Flag peptide. The eluted material was then immunoprecipitated using an anti-Ha antibody. The corresponding silver-stained gel showed efficient recovery of Atad2 and associated histones as well as diverse proteins of various molecular weights (Figures 3B and 4B and Supplementary Figure S2). All the gel segments containing bands visible on the silver-stained gel were then cut from both samples for analysis by mass spectrometry (MS) (Supplementary Figure S2).

**Figure 4:**
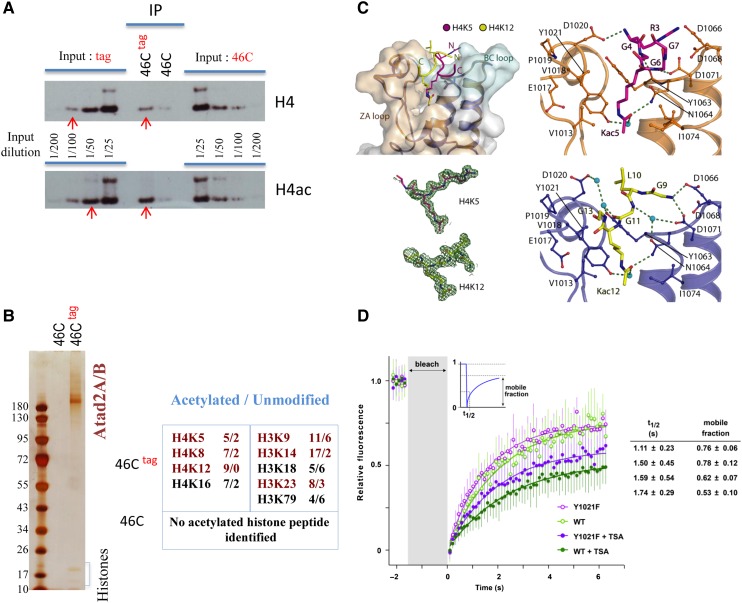
Atad2 is targeted to hyperacetylated nucleosomes. (**A**) Protein extracts from Atad2-tagged (46C^tag^) and parental (46C) ES cells were immunoprecipitated with the anti-Flag antibody, and the precipitated materials were analysed by western blot probed by anti-H4 and anti-acetylated H4 (indicated). The western blot also contained the indicated dilutions of the input materials used for IP. The relative intensity of H4 and H4ac bands in 46C^tag^ IP compared with the corresponding signal in the input was determined. Bands with similar intensities are indicated with red arrows. (**B**) Histones identified after TAP tag purification of Atad2 (indicated) were further analysed for detection of acetylation by MS (note that here a cross-linked anti-Ha was used, therefore no Ig bands are visible). In the indicated 46C^tag^ and 46C samples, the count of peptides with or without acetylation (acetylation/unmodified) at specific sites is given. No significant acetylation was detected in the histones from the parental 46C cells. (**C**) The respective structures of the ATAD2 bromodomain bound to either H4K5 or H4K12 acetylated peptide were determined. The upper left panel displays the surface representation of the ATAD2 bromodomain. The two co-crystallized H4 peptides are superimposed and highlighted by different colours as indicated. The main structural elements are highlighted. The lower left panel indicates the 2Fo-Fc electron density map contoured at 2 σ around the peptide ligands. The upper right panel shows details of the interaction of H4K5ac peptide with the ATAD2 bromodomain, and the lower right panel details the interaction of H4K12ac peptide with this domain (hydrogen bonds are shown as dotted lines). (**D**) Wild-type GFP-ATAD2 or GFP-ATAD2 bearing the Y1021F mutation in its bromodomain was expressed in Cos7 cells, treated or not with TSA. After photobleaching, the recovery of GFP fluorescence was monitored. Ten datasets for each experiment were individually fitted. The eight giving the best fitting statistics were used to calculate the half-life (t_1/2_) of fluorescence recovery and mobile fractions (right table). The mean and standard deviation of the time points from the eight datasets are plotted on the left.

The results confirmed that the most intensely stained bands correspond to Atad2. Interestingly, both Atad2A and Atad2B were detected in these bands with a similar relative abundance (Supplementary Table S1A). The other intensely stained bands correspond to the core histones, confirming that Atad2 is indeed tightly bound to nucleosomes.

In perfect agreement with the ChIP-seq data showing an association of Atad2 with active gene transcription, a large number of Atad2-associated factors are members of chromatin remodelling complexes or mediate histone/DNA modification or RNA splicing (Figure 3C). In addition to transcription, we also found factors involved in DNA replication, DNA repair, and mitosis (Figure 3C, Supplementary Table S1A), indicating that Atad2 is generally present at all sites where various factors act on chromatin.

In order to validate these findings, we performed an independent tandem purification of Atad2-tag and MS-based identification of associated proteins. This time, we performed a second immunoprecipitation using an immobilized anti-Ha antibody (cross-linked to Dynabeads), and the immunoprecipitated material was recovered with a SDS-PAGE loading buffer, shortly run on a gel, and used as a whole for MS analysis in a single gel segment.

The second approach, although less comprehensive than the first one, confirmed the presence of important chromatin-acting factors that were also identified in the first ChIP-proteomics experiment (indicated in red in Figure 3C and listed in Supplementary Table S2).

The identified factors were largely involved in various chromatin-templated functions, i.e. DNA replication, DNA repair, mitosis, as well as in transcription, chromatin remodelling, and splicing (Figure 3C). Interestingly, in two independent studies, which aimed at establishing the proteomics of replicating DNA, ATAD2 was found in the list of proteins enriched on replicating chromatin (Sirbu et al., 2013; Alabert et al., 2014), further supporting the relevance of our identified Atad2-associated factors and its association with sites of dynamic chromatin alterations.

Atad2 is a conserved factor, sharing striking sequence and domain homology with its budding yeast ortholog, Yta7 (Cattaneo et al., 2014). Since yeast factors were also identified after Yta7 ChIP-proteomics, we wondered whether these Yta7-associated factors would fall within the same functional categories as the Atad2-interacting factors identified here. The data from Yta7 ChIP-proteomics published by Lambert et al. (2010) were recovered, classified into functional categories, and compared with our Atad2 ChIP-proteomics data (Supplementary Figure S3).

This comparison reveals striking functional similarities between Atad2 and Yta7. Both factors are tightly bound to nucleosomes, and associated with the FACT histone chaperone complex, as well as the same functional categories of actors mediating chromatin remodelling, DNA replication, repair, and transcription.

Overall, the data from these two ChIP-proteomics experiments are in excellent agreement with the data not only from our two ChIP-seq approaches (Figure 2), but also from Yta7 ChIP-proteomics (Supplementary Figure S3), highlighting the specific binding of Atad2 at sites of active chromatin where diverse factors are in action.

### Atad2 interacts with acetylated chromatin regions

To determine whether chromatin binding by Atad2 is related to histone acetylation, we compared the level of histone H4 acetylation in histones that co-purified with Atad2 with the general H4 acetylation level in the input chromatin. Figure 4A shows the presence of only background signal when the anti-Flag IP was performed in the parental cells, whereas, as expected, strong signals for both H4 and acetylated H4 were detected in Atad2-tag immunoprecipitated materials. A comparison among various amounts of input showed that the immunoprecipitated H4 corresponded to 1/100 of the total input, whereas the H4ac IP corresponded to ∼1/50 of the H4ac in the input. This indicates that the chromatin associated with Atad2 shows at least a 2-fold enrichment in acetylated H4.

In order to assess the acetylation levels of Atad2-bound chromatin more precisely, the acetylation of histones recovered after the tandem purification of Atad2 was also analysed by MS. This analysis revealed an enrichment of core histones acetylated at various sites over non-modified histones (Figure 4B, see Supplementary Figure S4 and Table S1B and C for details).

To elucidate the structural basis of the ATAD2–histone interaction, we co-crystallized the ATAD2 bromodomain with peptides derived from the acetylated H4 tail. We previously found the preference of ATAD2 bromodomain for multiple acetylated histone tails (Filippakopoulos et al., 2012), and we had observed that mouse Atad2 preferentially binds to H4K5ac (Caron et al., 2010). Consequently, we focussed on H4 acetylated on K5 and K12. Hence, the purified ATAD2 bromodomain was crystallized with H4 tail peptides monoacetylated at either of these two sites.

Both structures revealed the canonical acetyl-lysine binding mode, characterized by a hydrogen bond between the acetyl-lysine carbonyl and the conserved asparagine N1064, as well as a water-mediated hydrogen bond to Y1021 (Figure 4C). For the two acetylated H4 peptides, residues R3 to G7 and G9 to G13 are well resolved in the electron density maps (Figure 4C, lower left). As described for other bromodomains, water molecules occupy the bottom of the acetyl-lysine binding site (Filippakopoulos et al., 2012). However, apart from these conserved interactions, which are also shared with the binding mode of the isolated acetyl-lysine residue (Chaikuad et al., 2014), the binding mode of the H4K5ac- and H4K12ac-containing peptides outside the central binding pocket is highly diverse. The H4K12ac-containing peptide forms only backbone or water-mediated interactions with the ATAD2 bromodomain, and the hydrophobic residue L10 adopts a seemingly unfavourable position next to a polar surface pocket (Figure 4C, lower right). In contrast, the interactions with H4K5ac were more optimal, containing a number of main-chain and side-chain hydrogen bonds, as well as a salt bridge interaction between H4R3 and D1066 (Figure 4C, upper right).

This structural analysis highlights a critical role for Y1021 within the Atad2 bromodomain for acetylated histone binding. In order to verify the role of the ATAD2 bromodomain in chromatin targeting, we introduced an inactivating mutation (Y1021F) in the bromodomain. By using a fluorescence recovery after photobleaching (FRAP) approach, we monitored the dynamics of the wild-type protein and the bromodomain mutant before and after the induction of histone hyperacetylation by TSA treatment. Prior to these experiments, we confirmed that the Y1021F mutation indeed prevents ATAD2 bromodomain from binding to acetylated histones (Supplementary Figure S5).

We also compared publically available ChIP-seq data mapping the occurrence of H3K9 and H3K27 acetylation in mouse ES cells with our Atad2 ChIP-seq data. Within Atad2-bound regions, we compared the amount of Atad2 binding between acetylated and non-acetylated regions. Supplementary Figure S6 shows that, in agreement with our proteomic and FRAP data, Atad2 is preferentially associated with regions enriched for H3 acetylation.

In agreement with the role of the bromodomain in targeting acetylated chromatin regions, TSA-induced histone hyperacetylation resulted in a significant reduction of ATAD2 mobility (Figure 4D), presumably due to the immobilization of ATAD2 on acetylated chromatin. Consequently, ATAD2 harbouring an inactive bromodomain showed a significantly higher mobility compared with wild-type ATAD2. Interestingly, the mobility observed in the absence of TSA was not completely blocked by the bromodomain mutation (Figure 4D). This partial effect might be explained by the ability of ATAD2 to multimerize with endogenous ATAD2 bearing a functional bromodomain.

### Atad2 sustains a globally open and dynamic chromatin in ES cells

Combined ChIP-seq and ChIP-proteomics identified Atad2 as a generalist factor associated with active chromatin regions where a variety of regulatory factors mediate gene transcription and other energy demanding chromatin alterations. Most interestingly, the ChIP-proteomics approach also identified two subunits of FACT (Figure 3C), a known histone chaperone involved in various chromatin-templated processes (Formosa, 2013). Altogether, our observations suggested that Atad2 could also help the function of many factors acting on chromatin. Accordingly, one way to sustain this ‘auxiliary’ function would be to permanently maintain chromatin accessible to other factors.

To test this hypothesis, we first generated a stable knockdown of Atad2 using ES cells infected with an anti-Atad2 short hairpin (sh) RNA expressing vector carrying viruses. Another pool of infected cells expressing an inactive anti-Atad2 shRNA was used as a control (Figure 5A). The general accessibility of ES cell chromatin to MNase was then tested in both exponentially growing ES cells and cells after 7 days of LIF withdrawal-induced differentiation. Figure 5B shows that, as predicted, Atad2 knockdown significantly increased the resistance of chromatin to MNase digestion in both non-differentiated and differentiated ES cells. To test whether a dynamic exchange of histones was favoured by maintaining chromatin accessible, GFP-tagged H2A and H2B were individually expressed in ES cells containing wild-type or reduced levels of Atad2, and histone turnover was monitored by FRAP as a readout for chromatin dynamics. As expected and in perfect agreement with accessibility measurements, Atad2 knockdown resulted in a decreased turnover of both H2A and H2B (Figure 5C). These experiments fully support the conclusions drawn from ChIP-seq and ChIP-proteomics data and show that Atad2 is acting primarily on active regions of the genome to maintain an accessible and open chromatin.

**Figure 5:**
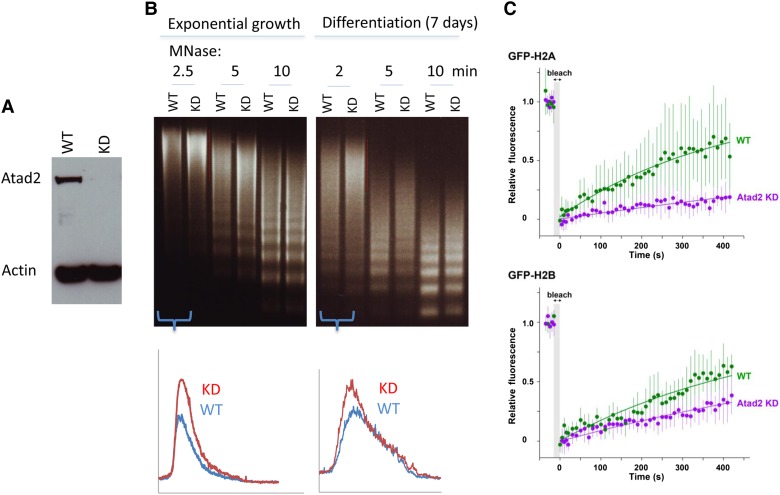
Atad2 activity underlies ES cell overall chromatin accessibility and dynamic histone exchange. (**A**) 46C^tag^ cells were infected with viral particles expressing an active anti-*Atad2* shRNA and an inactive shRNA for the establishment of stable *Atad2* knockdown cells. (**B**) Nuclei from control (WT) and stable Atad2 knockdown (KD) ES cells in exponential growth or after 7 days of culture in the absence of LIF were prepared and digested for the indicated times with MNase. The lower panel shows the comparative densitometric scans of the first MNase digestion times. (**C**) WT and KD ES cells were transfected with GFP-H2A and GFP-H2B expression vectors, as indicated, and histone turnover was measured by FRAP. FRAP data for each histone and cell type are presented as indicated. Plotted data represent the mean and standard deviations of eight experiments. Knockdown of Atad2 results in ∼4-fold and 2-fold increase in the apparent half-life of FRAP for GFP-H2A and GFP-H2B, respectively, reflecting the lower mobility of these proteins upon Atad2 depletion.

### Atad2 activity sustains cell proliferation during ES cell differentiation

Despite alterations in chromatin dynamics and gene expression (Figures 2D and 5), ES cells with a stable Atad2 downregulation (Figures 5A and 6A) could be kept in culture and their growth was not significantly affected (Figure 6B). However, after removal of LIF and the subsequent downregulation of Oct4 on Day 6 of differentiation (Figure 6A), the cells lacking Atad2 showed defective growth ability, as demonstrated by the reduced size of the embryoid bodies (EBs) (Figure 6C). The absence of PARP cleavage or H2A.X phosphorylation excluded the possibility of increased cell apoptosis during differentiation in the absence of Atad2 (Figure 6A).

**Figure 6:**
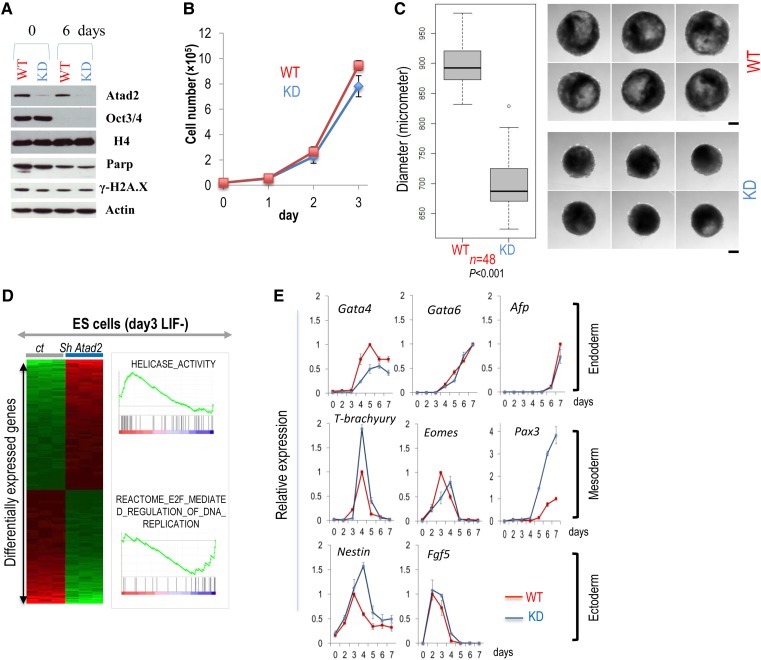
Atad2 is involved in ES cell differentiation. (**A**) Both control ES cells (WT, expressing an inactive shRNA) and cells with reduced amounts of Atad2 (KD, stably expressing an active anti-*Atad2* shRNA) were seeded in LIF-depleted media for 6 days. Extracts were prepared and the indicated proteins were visualized. (**B**) WT and KD ES cells were seeded, and cell growth was monitored as a function of time. (**C**) WT and KD ES cells were cultured in the differentiation medium, and the diameter of EBs was measured after 6 days of differentiation and presented as box plots. Forty-eight EBs were measured for each condition, and the *P*-value (Mann–Whitney) corresponding to size differences between the two cell populations is indicated. The corresponding values are presented in Supplementary Table S3. Six representative EBs for each condition are shown. (**D**) Control ES cells and cells with reduced amounts of Atad2 were placed in the differentiation medium for 3 days. RNA was prepared and the transcriptome was revealed following hybridization on Illumina chip. The heatmaps show genes differentially expressed between control cells (ct) and cells with Atad2 knockdown (Sh Atad2). Illustrations of GSEA categories of genes whose expression is regulated by Atad2 knockdown are shown. (**E**) WT and KD ES cells were placed in LIF-depleted media for 7 days. Cells were harvested every day and RNA were prepared. The expression of the indicated genes, specific representatives of differentiation into the three germ layers, was monitored by RT-qPCR and normalized with respect to the expression of *actin*. The data shown are representative of two independent experiments. Standard deviations are shown.

These experiments indicate that, in contrast to ES cells undergoing exponential growth, Atad2 is required to maintain cell proliferation in the absence of LIF. This observation is reminiscent of the behaviour of *ATAD2*-expressing cancer cells, which are not dependent on ATAD2 during their exponential growth phase but need ATAD2 to proliferate in the absence of serum (Ciro et al., 2009).

In order to investigate whether the above observations could be attributed to an Atad2-dependent alteration of gene expression in differentiating ES cells, a transcriptomic analysis was performed after 3 days of differentiation, prior to the downregulation of Oct4 and subsequent effects on gene expression (Figure 6D). A gene set enrichment analysis (GSEA) showed that, in the absence of Atad2, genes of the helicase functional category were upregulated, suggesting a possible compensation for the absence of Atad2, while a gene category involved in stimulating cell proliferation regulated by the E2F transcription factor was downregulated after Atad2 knockdown, in agreement with the loss of the ability of cells to proliferate properly (Figure 6D).

This finding is in line with previously reported cooperation of Atad2 with E2F in cancer cells (Boussouar et al., 2013), and suggests that cells during differentiation exhibit an increased requirement for Atad2 activities compared with exponentially growing cells.

Accordingly, we also performed RT-qPCR to analyse the expression levels of several specific genes, which are considered as markers for differentiation toward the three germ layers, during 7 days after LIF removal in wild-type and *Atad2*-knockdown cells. Figure 6E demonstrates that the absence of Atad2 affects gene expression along the three differentiation pathways, showing either a modified expression timing or an enhanced or reduced expression, i.e. *Gata4* (endoderm), *T-brachyury*, *Eomes*, *Pax3* (mesoderm), and *Nestin* (ectoderm).

In conclusion, these analyses support the hypothesis of a generalist action of Atad2 in enhancing chromatin-templated functions. In exponentially growing ES cells with a particularly hyperdynamic chromatin, the contribution of Atad2 may appear relatively subtle, whereas in differentiating ES cells where the proliferation capacity of cells decreases, the action of Atad2 on chromatin becomes critical in sustaining specific functions such as the establishment of particular gene expression programmes.

## Discussion

Here we provide a clear view of the functions of Atad2 in its physiological context of expression. Atad2 is highly expressed in ES and germ cells where chromatin is highly dynamic and undergoes dramatic remodelling (Meshorer et al., 2006; Melcer et al., 2012; Boskovic et al., 2014). Combined ChIP-seq and ChIP-proteomics approaches and subsequent investigations unambiguously identify Atad2 as a generalist enhancer of chromatin dynamics, recruited at acetylated chromatin regions, such as actively transcribed genes, where chromatin-templated processes are in action. A detailed inspection of Yta7 ChIP-proteomics data revealed striking functional similarities between factors associated with both Atad2 and Yta7, among which the histone chaperone complex FACT was found associated with Atad2 and Yta7.

Interestingly, all the findings reported here on Atad2 recall a series of independent publications highlighting various properties and functions of the histone chaperone FACT. Indeed, FACT is conserved and associated with DNA replication, DNA repair, and transcription (Formosa, 2013). FACT expression is restricted to stem cells: it is not expressed in normal adult mammalian cells, but was found overexpressed in a variety of aggressive cancers (Garcia et al., 2011, 2013; Gasparian et al., 2011). Additionally, the genome-wide mapping of Atad2 interaction with chromatin shown here revealed a profile that is very similar to that reported previously for FACT (Garcia et al., 2013). Finally, FACT was found recruited to sites of DNA repair where it accelerates the exchange of histones (Dinant et al., 2013). The common property of FACT and Atad2, as well as Yta7, is their ability to interact with histones. However, in contrast to FACT, Atad2 bears a bromodomain capable of specifically guiding the protein toward acetylated histones where it could act as a molecular motor thanks to its AAA ATPase domain. These latter characteristics indicate that Atad2 belongs to a particular generalist functional category different from known histone chaperones that could also include another AAA ATPase domain factor, p97/VCP. Indeed, p97 is involved in a myriad of cellular functions (Yamanaka et al., 2012), including genome stability (Vaz et al., 2013), and is nicknamed the ‘Swiss army knife’ of cell biology (Baek et al., 2013). It uses the energy obtained from its AAA ATPase activity in a large number and unrelated cellular activities. However, the important difference with p97 is again that Atad2 possesses a bromodomain, which guides the protein toward a more specialized and chromatin-specific activity.

Early studies of ATAD2 in cancers, considering a series of cancer-related transcription factors, such as Myc, E2F, or androgen and oestrogen receptors, led previous investigators to define ATAD2 as a transcriptional co-activator (Boussouar et al., 2013). The comprehensive investigations of Atad2 properties reported here suggest that these observations actually reflect one facet of an otherwise general ‘facilitator’ ATAD2, which contributes to providing a highly accessible and dynamic chromatin to these factors. Indeed, it is possible that in cancer cells, the oncogenic transcription factors use ATAD2 to facilitate their action on chromatin and the resulting malignant transformation would impose a privileged direct or indirect interaction between these factors and ATAD2.

An intriguing fact is the dispensable nature of ATAD2 in cancer cells (Ciro et al., 2009) as well as in exponentially growing ES cells reported here. Considering the remarkably conserved nature of Atad2 (Cattaneo et al., 2014) and its associated chromatin factors, one could expect that Atad2 is essential to some specific chromatin-templated events such as replication. Indeed, our ChIP-proteomics approach revealed the presence of a large number of critical DNA-replication factors associated with nucleosome-bound Atad2. Additionally, two independent groups that established the proteomics of replicating DNA reported the enrichment of ATAD2 on genomic zones undergoing replications (Sirbu et al., 2013; Alabert et al., 2014). However, despite strong evidence for a functional implication of Atad2 in DNA replication, in neither cancer cells (Ciro et al., 2009) nor exponentially growing ES cells, the absence of Atad2 affected cell growth.

These observations, along with the fact that ATAD2 has never been identified in the numerous large-scale screenings for essential cellular functions, strongly support our conclusion that Atad2 essentially ensures a global ‘helping’ function, which in growing cells can be compensated for by the combined action of other more specialized factors directly acting on chromatin. However, in differentiating ES cells, when chromatin dynamics dramatically decreases after Oct4 downregulation (Meshorer et al., 2006; Melcer et al., 2012), we demonstrate that Atad2 becomes important for sustaining cell growth. One can assume that, due to a general downregulation of cell proliferation factors under these conditions, the requirement for Atad2 increases and the helper action of Atad2 becomes more important to ensure the ongoing chromatin activities. These observations also help us understanding why *ATAD2* is almost systematically activated in a variety of cancers (Caron et al., 2010). Indeed, its helper activity could promote the action of various factors, including oncogenic ones, to drive malignant transformation.

In summary, this comprehensive functional study of Atad2 in ES cells allows us to designate this factor as a new generalist factor capable of ‘preparing’ chromatin for an adequate response to a wide range of factors.

## Materials and methods

### Knock-in of a TAP tag in Atad2 in ES cells

The gap-repair recombineering technique (Liu et al., 2003) was used with long homology arms for constructing the targeting vector for homologous recombination in ES cells. Briefly, the retrieval vector was generated by mixing PCR product 1 (left arm, *Not*I/*Spe*I), PCR product 2 (right arm *Spe*I/*Bam*HI), and the plasmid PL253 (*Not*I/*Bam*HI). To generate the *Neo*-targeting vector, the PL452 vector was modified by inserting the TAP tag (6His-Flag-Ha). An *Asc*I site was inserted in frame to allow the cloning of 5′ homology arms as *Sal*I/*Asc*I fragments in the PL452^tag^ vector. Electro competent SW102 cells containing *Atad2* BAC, which had been induced for recombination by prior growth at 42°C for 15 min, were electroporated with the *Spe*I-linearized retrieval vector. A 10-kb *Atad2* fragment spanning the last exon was sub-cloned. Then the TAP tag was introduced along with a *Neo* cassette into the sub-cloned DNA to create the knock-in targeting vector.

For gene targeting, 20 µg of *Not*I-linearized TAP tag targeting vector (PL253) DNA was electroporated (250 V with a capacitance of 500 µF) into 20 × 10^6^ 129SV 46C ES cells, which were growing on mitomycin-C-inactivated MEFs. Colonies were selected in ESC medium containing 15% fetal bovine serum and LIF in DMEM with G418. Hundreds of neomycin-resistant clones were picked and analysed by Southern blot with a 3′ external probe.

### Antibodies

The following antibodies were used in this study: Anti-Ha.11 (MMS-101R, Covance) for immunoblotting, anti-Ha (Clone 3F10, Roche) for immunoprecipitation, anti-Flag (F3165, Sigma-Aldrich), anti-Oct3/4 (s5279x, Santa-Cruz), anti-β-actin (A5441, Sigma-Aldrich), anti-histone H4 (ab31827, Abcam), anti-acetyl histone H4 (06-866, Millipore), anti-pADPr (reveals PARP, 1020, Tulip BioLabs), and anti γ-H2A.X (2212-1, Epitomics).

### Plasmid constructs

pCMV6-h*ATAD2*-GFP (RG218291, Cliniscience) was used as a template to PCR-amplify full-length *ATAD2*-ORF and the mutant *ATAD2*-ORF-Y1021F fragments, which were cloned in the expression vector pEGFP-C1 (Clontech Laboratories, Inc.) for FRAP analysis.

### ESCs culture, differentiation, and FRAP experiments

46C ESCs (a gift from Philippe Avner) were cultured in DMEM medium containing LIF (ESG1107, Millipore), non-essential aminoacids, antibiotics (Penicillin and streptomycin), β-mercaptoethanol, and supplemented with 15% fetal bovine serum (Invitrogen), on 0.1% gelatin-coated tissue culture dishes at 37°C in CO_2_ incubator. For differentiation, LIF was withdrawn from ESCs medium, and cells were allowed to form spheroids (EBs). For cell cycle analysis of EBs, 1 × 10^6^ ES cells were seeded in bacterial Petri dishes and cultured for different times. For measuring the size of EBs, 1000 ES cells were seeded in 96-well round bottom low cell binding plate (Thermo Scientific) to produce homogeneous EBs and cultured for 6 days. At the end of the experiment, EBs were harvested for analysis, and their diameter was calculated using ImageJ software.

FRAP experiments were performed after expression of GFP-tagged histones in control or siAtad2 KD ESCs, as previously described (Montellier et al., 2013).

### Generation of stable Atad2 knockdown ESC

Non-targeting or *Atad2* targeting oligonucleotides were cloned into the lentiviral vector pLKO.1-puromycin (Addgene) for shRNA expression and packaged as described (Levy et al., 2010). 46C-Atad2-tagged ESCs were transduced with lentiviral particles for 24 h and further cultured for an additional 5 days in the presence of puromycin (2 µg/ml) for selection. Stable pooled cells were analysed for Atad2 depletion by western blot using Ha antibody or by RT-qPCR. The sequences of the oligonucleotides are given below.

### ATAD2 expression pattern in normal tissues and RNA purification, reverse-transcription, and real-time quantitative PCR analysis

Affymetrix transcriptomic data from a variety of data sets available at the GEO site were used to establish the origin of *ATAD2* expression. Samples from available published data of normal human tissues (GSE3526, GSE11350, GSE15431, GSE18809, GSE6872, GSE7434, and GSE9994) were used to identify and characterize *ATAD2* expression levels. The Affymetrix expression data files (.CEL) corresponding to the respective studies were downloaded from the GEO website (http://www.ncbi.nlm.nih.gov/geo/). The data were normalized using the RMA algorithm for summarization and quantile normalization.

ESCs were harvested with TRI Reagent (Sigma), and total RNA was isolated following the manufacturer's instructions. RNA was reverse-transcribed with the SuperScript™ III First-Strand Synthesis SuperMix (Invitrogen). Real-time quantitative PCR analysis of cDNA was performed on MxPro 3005P (Stratagene) with the Brilliant SYBR Green QPCR Master Mix (Agilent Technologies). Primers for cDNA analysis are listed below.

The sense-strand sequences in Table 1 were used to clone shRNA oligonucleotides in pLKO.1 vectors for stable infection of ESCs; Atad2 shRNA GGTTGTAGCTCCTCCAAAT has already been tested and validated (Caron et al., 2010) and AAACCTCGTCACCAGAGA is an inactive shRNA sequence. 

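On GRCm38, the Atad2 shRNA sequence GGTTGTAGCTCCTCCAAAT matches the annotated Atad2 transcript of 5684 bases exactly at bases 3361 to 3379. It spans the junction of exons 23 and 24, with 1 base at position 58099967 and 18 bases from 58099837 to 58099854 of chromosome 15, in the coding sequence. It is found in 2 of the 8 annotated Atad2 transcripts and in no transcript of another gene. The sequence AAACCTCGTCACCAGAGA also matches this transcript exactly, at bases 979 to 996 across the junction of exons 7 and 8, with 1 base at 58122453 and 17 bases from 58121043 to 58121059, likewise in the coding sequence. No library with an shRNA was analysed here.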

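The anti-Atad2 siRNAs of the RNA-seq experiment target different exons of Atad2, which has 28 exons in its annotated GENCODE transcript of 5684 bases (minus strand of chromosome 15, GRCm38). The sequence CGCCCAGCAATTATATTCT, named siRNA 1 here, matches exon 13 from 58114228 to 58114246, which is bases 1615 to 1633 of the transcript. It is preceded by CAGGCCTATCAGATG and followed by TTGATGAAATTGATG. The sequence GCGGATATTAAGTCAATCT, named siRNA 2 here, matches exon 16 from 58108588 to 58108606, bases 1954 to 1972 of the transcript, between GTTGGCTACTGTGGT and GTGCTGAAGCTGCTT. Both sites are in coding exons. The first is present in 2 and the second in 4 of the 8 annotated Atad2 transcripts, and neither sequence has an exact match in a transcript of another gene.

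**Figure D4:**
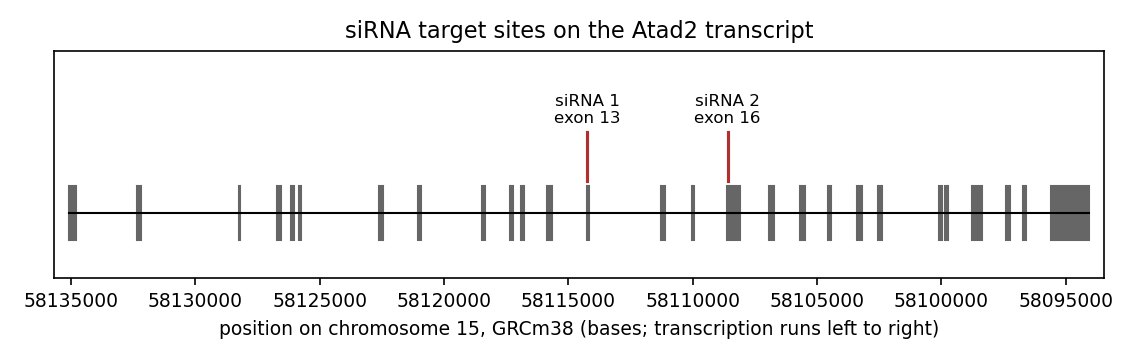
Exons of the Atad2 transcript (grey boxes) along chromosome 15 of GRCm38 (horizontal axis, bases, drawn in the direction of transcription), with the target sites of the siRNAs as red lines. siRNA 1 falls in exon 13 and siRNA 2 in exon 16.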

For all transient transfection experiments for Atad2 silencing, the following primers were designed using Eurogentec software: siRNA#1 Atad2 CGCCCAGCAATTATATTCT, siRNA#2 Atad2 GCGGATATTAAGTCAATCT, and siScrambled.

**Table 1:** Primers used in quantitative RT-PCR experiments.

	Forward	Reverse
*Atad2*	TCCAACTGGAGAATTTGTATGC	ACTGCTTGCTCCATTTTCTGA
*Oct4*	TCTTCTGCTTCAGCAGCTTG	GTTGGAGAAGGTGGAACCAA
*Actin*	CTAAGGCCAACCGTGAAAAG	ACCAGAGGCATACAGGGACA
*U6*	CTCGCTTCGGCAGCACA	AACGCTTCACGAATTTGCGT
*Gata6*	GACGGCACCGGTCATTACC	ACAGTTGGCACAGGACAGTCC
*Gata4*	GTCGTAATGCCGAGGGTGA	TCCTTCCGCATTGCAAGAG
*AFP*	TGAAGCAAGCCCTGTGAACTC	TCAGAAAACTGGTGATGCATAGC
*T-Brachyury*	CAGCCCACCTACTGGCTCTA	GAGCCTGGGGTGATGGTA
*Pax3*	TCCATCCGACCTGGTGCCAT	TTCTCCACGTCAGGCGTTG
*Eomes*	CCGGGACAACTACGATTCCA	ACCTCCAGGGACAATCTGATG
*Nestin*	CTGCAGGCCACTGAAAAGTT	GACCCTGCTTCTCCTGCTC
*Fgf5*	ACCCGGATGGCAAAGTCAA	CAATCCCCTGAGACACAGCAA

### Transcriptomic analysis after sh Atad2 and Gene Sets Enrichment Analysis (GSEA)

Transcriptomic analyses, comparing ES cells stably expressing anti-*Atad2* shRNA versus cells expressing control shRNA, in LIF (+) ES cells (six replicates for each condition) and Day 3 LIF (−) differentiating ES cells (three replicates for each condition), were performed using the Illumina MouseWG-6 v2.0 expression beadchip technology and interpreted as described (Gaucher et al., 2012). A GSEA was performed using the gene symbols of the differentially expressed genes with the online tool provided by the Broad Institute (http://www.broadinstitute.org/gsea/index.jsp), as described in Le Bescont et al. (2015).

### Tandem affinity purification of Atad2

A total of 20 confluent Petri dishes (15 cm^2^) for 46C and 46C^tag^ cell lines were used for Atad2 purification shown in Figure 3. Fresh ESC pellets (4 ml each) were resuspended in hypotonic buffer (10 mM Hepes-NaOH (pH 7.9), 1.5 mM MgCl_2_, 10 mM KCl, 1 mM DTT, 340 mM sucrose, and 1× Complete protease inhibitor (Roche)) and then disrupted by the addition of 10% NP-40 (final 0.1%). After incubation on ice for 5 min, nuclei were isolated by centrifugation at 500× *g* for 10 min. Nuclei were then resuspended in MNase buffer (20 mM Hepes-NaOH (pH 7.9), 100 mM KCl, 10% glycerol, 2 mM CaCl_2_, 1 mM DTT, and 1× Complete protease inhibitor) and chromatin was digested by micrococcal nuclease S7 (MNase; Roche) at 37°C for 10 min. After centrifugation at 500× *g* for 10 min, the pellets were resuspended in IP buffer (20 mM Hepes-NaOH (pH 7.9), 340 mM NaCl, 10% glycerol, 0.2 mM EDTA, 0.1% NP-40, 1 mM DTT, and 1× Complete protease inhibitor) and incubated with rotation at 4°C for 1 h. The supernatants were recovered as a starting material for immunoprecipitation by centrifugation at 21000× *g* for 10 min, followed by filtration through a 0.45-µm membrane filter. The protein extracts were incubated with M2 Flag beads (Sigma-Aldrich) at 4°C for 4 h. The beads were then washed five times with IP buffer and the proteins were eluted twice with 0.3 µg/µl of 3× FLAG peptide (Sigma-Aldrich) by incubation at 4°C for 30 min.

The elution fractions were used for the second immunoprecipitation. At this point, two protocols were followed using free or crosslinked anti-Ha antibodies. Eluates were incubated with 0.16 µg of free anti-Ha or Dynabeads cross-linked anti-Ha at 4°C for 1 h. Dynabeads protein G (Life Technologies) were then added and further incubated at 4°C for 1 h (for free anti-Ha). After washing the beads three times with IP buffer, the proteins bound to the beads were recovered by Laemmli sample buffer. The proteins were separated by SDS-PAGE for MS. In the case of second protocol, anti-Ha antibody was cross-linked to Dynabeads protein G with BS^3^ [Bis (sulfosuccinimidyl) suberate] according to the manufacturer's instructions, and after precipitation, washed and proceeded as above.

### Proteomic-based approaches

#### Nano-HPLC/MS analysis of Atad2 associated proteins

Tryptic peptides from each band were dissolved in HPLC buffer A (0.1% formic acid, 2% acetonitrile, 98% water). Samples were then injected into a manually packed reversed phase C18 column (170 mm×79 µm, 3-µm particle size, Dikma, China) coupled to Easy nLC 1000 (Thermo Fisher Scientific). Peptides were eluted from 5% to 80% buffer B (0.1% formic acid, 90% acetonitrile, 10% H_2_O) in buffer A with 30 min gradient at a flow rate of 300 nl/min. The fractions were analysed by using an Orbitrap Elite mass spectrometer in a top 20 data-dependent mode. For full MS spectra, the scan range was *m*/*z* 350–1300 with a resolution of 240000 at *m*/*z* 400; for MS/MS scan, ions with charge state 1–3 in each full MS spectrum were sequentially fragmented by collision-induced dissociation with normalized collision energy of 35%. The dynamic exclusion duration was set to be 20 sec, and the isolation window was 2 *m*/*z*.

#### Analysis of MS raw data

All MS raw files were analysed by Mascot software (version 2.4.0) against the database Uniprot Mouse. Acetylation (protein N-term) and oxidation (M) were specified as variable modifications. Mass error for parent ion mass was ±10 ppm, and fragment ion was ±0.5 Da. Enzyme was specified as trypsin with three maximum missing cleavages. Peptide ion score cut-off was 20, and protein score cut-off was 30. When there were only one or two matching peptides for a protein, spectrum was manually checked (Chen et al., 2005).

For histone modification analysis, the MS raw files of histone bands were analysed by Mascot software (version 2.4.0). Acetylation (K), methylation (K), dimethylation (K), and trimethylation (K) were specified as variable modifications. Mass error for parent ion mass was ±10 ppm with fragment ion as ±0.5 Da, and enzyme was trypsin with five maximum missing cleavages. Peptide ion score cut-off was 20, and acetylated peptides were checked manually. The ratio of acetylated/unmodificated peptides was based on spectrum counting.

### ChIP-seq and RNA-seq

Two different protocols were used to perform ChIP-seq, one after formaldehyde crosslinking and a tandem purification of Atad2-associated regions and the other following a native ChIP protocol with a single anti-Ha immunoprecipitation.

In the case of native ChIP, the protocol for processing immunoprecipitated DNA fragments and sequencing were the same as previously published (Gaucher et al., 2012).

For formaldehyde-crosslinking ChIP, 5 × 10^6^ Atad2-tagged ESCs were fixed for 10 min at room temperature with 1% formaldehyde added to the tissue culture medium. Cells were then washed three times with PBS, and collected in solution I (15 mM Tris–HCl (pH 7.5), 0.3 M sucrose, 60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 0.1 mM EGTA). An equal volume of solution II (same as buffer I with 0.6% Igepal) was then added to the cells, mixed, and incubated on ice for 10 min. Cells were then centrifuged at 1000 rpm for 5 min and collected in MNase buffer (20 mM Tris–HCl (pH 7.5), 0.34 M sucrose, 15 mM KCl, 60 mM NaCl, 1 mM CaCl_2_). Chromatin was next fragmented by micrococcal nuclease (MNase) digestion: 90 units of MNase (New England Biolabs) were added per 10 million cells. After 10 min incubation at 37°C, MNase digestion was stopped by incubating the cells on ice and adding 4 mM EDTA (final concentration) and protease inhibitors (complete, Roche). Cells were then subjected to four cycles of sonication (20 sec on; 40 sec off) using a Diagenode bioruptor and centrifugated at 10000× *g* for 10 min at 4°C. The supernatant, which contains the fragmented chromatin was collected (total volume ∼2 ml), and incubated overnight at 4°C with 80 µl of anti-Flag M2-Agarose beads (Sigma-Aldrich) in TEGN buffer (20 mM Tris–HCl (pH 7.5), 150 mM NaCl, 3 mM MgCl_2_, 0.1 mM EDTA, 10% glycerol, 0.01% Igepal). The beads were washed eight times with 10 ml TEGN, and resuspended in 300 µl of TEGN buffer. A hundred microliters of Flag peptide (4 μg/μl) were added to the beads, which were rotated at room temperature for 5 h to allow the release of bound chromatin by peptide competition. The supernatant was collected and incubated overnight at 4°C with 40 μl of anti-Ha agarose beads (Sigma-Aldrich, monoclonal antibody HA-7). The beads were then washed eight times with 10 ml TEGN, and elution was performed by competition with a Ha peptide as described above. The eluted chromatin was adjusted to 0.2 M NaCl, heated at 65°C overnight to reverse the formaldehyde-mediated crosslink, digested with proteinase K, and extracted by phenol-chloroform. The DNA was precipitated with ethanol in the presence of glycogen, and solubilized in water. The purified DNA was size-selected at 150 base pairs and processed for sequencing onto a single Illumina genome analyzer channel using the procedures recommended by the manufacturer.

### NGS library preparation for ChIP-seq

Approximately 10 ng of immunoprecipitated DNA from each sample were used for library preparation using the TruSeq ChIP Sample Prep protocol (Illumina) as described in the data sheet (Illumina). First, DNA was end-repaired to remove 3′ and 5′ overhangs and subsequently adenylated on 3′ ends and adapter-ligated. After purification and PCR amplification for 18 cycles, samples were pooled (6-plex). The final multiplexed libraries were quantified, and 10 pm of final libraries were subsequently sequenced on a HiSeq1000 (Illumina) using the paired end protocol and 50 cycles each.

### Structural studies of ATAD2 bromodomain

Apo crystals of ATAD2 were obtained by sitting drop vapour diffusion method using the condition previously described (Filippakopoulos et al., 2012). Soaking experiments were performed in a drop containing stabilizing solution (PEG 3350, Bis-Tris, pH 5.5, ammonium phosphate) supplemented with 6 mM histone peptide and 25% ethylene glycol for 2 h. The soaked crystals were flash-cooled in liquid nitrogen, and diffraction data were collected in-house on Rigaku FR-E superbright source. Data were processed using MOSFLM (Leslie, 2006) and subsequently scaled with SCALA from CCP4 suite (Collaborative Computational Project, Number 4, 1994). Structure solution was achieved by molecular replacement using PHASER program (McCoy et al., 2005) and the published ATAD2 apo structure (Filippakopoulos et al., 2012). Model rebuilding alternated with refinement was performed in COOT (Emsley and Cowtan, 2004) and REFMAC (Murshudov et al., 1997), respectively. The data collection and refinement statistics are summarized in Table 2.

**Table 2:** Data collection and refinement statistics.

Complexes (PDB IDs)	ATAD2-H4K5 (4QUU)	ATAD2-H4K12 (4QUT)
Data collection		
Beamline	Rigaku FR-E Superbright	Rigaku FR-E Superbright
Wavelength (Å)	1.5418	1.5418
Resolution^a^ (Å)	34.44-1.80 (1.90-1.80)	34.34-1.70 (1.79-1.70)
Spacegroup	*P*6_5_22	*P*6_5_22
Cell dimensions	*a* = *b* = 79.1*, c* = 139.0 Å	*a* = *b* = 79.0, *c* = 139.0 Å
	*α* = *β* = 90.0°, *γ* = 120.0°	*α* = *β* = 90.0°, *γ* = 120.0°
No. of unique reflections^a^	24588 (3483)	28321 (3895)
Completeness^a^ (%)	100.0 (100.0)	98.2 (94.9)
*I*/*σI*^a^	16.2 (2.4)	15.8 (2.4)
*R*_merge_^a^ (%)	0.090 (0.894)	0.070 (0.665)
Redundancy^a^	9.7 (9.9)	6.7 (5.9)
Refinement		
No. of atoms in refinement (P/His/O)^b^	1165/35/274	1178/32/314
*R*_fact_ (%)	16.9	16.2
*R*_free_ (%)	20	18
*B*_f_ (P/His/O)^b^ (Å^2^)	25/42/43	21/35/40
rms deviation bond^c^ (Å)	0.016	0.016
rms deviation angle^c^ (°)	1.5	1.5

^a^Values in brackets show the statistics for the highest resolution shells.

^b^P/His/O indicate protein, histone peptide, and others (water and other molecules), respectively.

^c^rms indicates root-mean-square.

## Supplementary material

Supplementary material is available at *Journal of Molecular Cell Biology* online.

## Funding

This project was performed in the frame of a network supported by INCa (http://www.e-cancer.fr/) involving S.K., M.G., and C.P. laboratories. S.K. also acknowledges the support of ANR (http://www.agence-nationale-recherche.fr/) EpiSperm2 project. Y.M. is a recipient of a post-doctoral fellowship from foundation ARC (http://www.fondation-arc.org/), and M.J. is supported by INCa (http://www.e-cancer.fr/). S.Kn. is supported by the SGC (http://www.thesgc.org/), a registered charity (number 1097737) that receives funds from AbbVie, Bayer, Boehringer Ingelheim, the Canada Foundation for Innovation, the Canadian Institutes for Health Research, Genome Canada, GlaxoSmithKline, Janssen, Lilly Canada, the Novartis Research Foundation, the Ontario Ministry of Economic Development and Innovation, Pfizer, Takeda, and the Wellcome Trust [092809/Z/10/Z]. A.C. is supported by the European Union FP7 Grant (http://ec.europa.eu/research/fp7/) No. 278568 ‘PRIMES’ (Protein interaction machines in oncogenic EGF receptor signalling).

## 

**Conflict of interest:** N.S. and D.G. are Boehringer Ingelheim employees.

## Supplementary Material

Supplementary Data

# Supplementary material for: Atad2 is a generalist facilitator of chromatin dynamics in embryonic stem cells
**Source:** J Mol Cell Biol. 2016 Aug 19;8(4):349–62. doi: 10.1093/jmcb/mjv060
**Supplement:** Supplementary Data

Atad2 is a generalist facilitator of chromatin dynamics in embryonic stem cells — Atad2 is a generalist facilitator of chromatin dynamics in embryonic stem cells — Atad2 is a generalist facilitator of chromatin dynamics in embryonic stem cells — Supplementary Data 

# Atad2 is a generalist facilitator of chromatin dynamics in embryonic stem cells

## Supplementary Data

Supplementary Data

- Supplementary Data - Pdf file

# Supplementary material for: Atad2 is a generalist facilitator of chromatin dynamics in embryonic stem cells
**Source:** J Mol Cell Biol. 2016 Aug 19;8(4):349–62. doi: 10.1093/jmcb/mjv060
**Supplement:** Supplementary Data

## Supplementary Figures

**Figure S1 (related to Figure 2D). Atad2 knockdown does not affect the expression of repeated sequences in ESCs.**

The RNA-seq FastQ files were mapped on the genome using Bowtie. (a) Mapped repeats: a search for overlaps between mapped reads (BAM files) and UCSC mouse repeat masker, identified 1217 aligned repeats, whose read counts were similar between si-Atad2 and si-ctrl ES cells. (B-F) Unmapped repeats: files corresponding to unaligned reads Left (L) or Right (R) were processed through the web application <http://compbio.med.harvard.edu/repeats/> and the results expressed as the log2 of the read counts corresponding to repeats elements in the standard analysis (b and c: uses reads that can be uniquely associated with a single repeat type) as well as in the conservative analysis (d and e: removes the reads associated with sequences not annotated as an instance of a known repeat type). Table f shows the total number of reads corresponding to each analysis. No difference was observed between si-Ctrl and si-Atad2 cells.

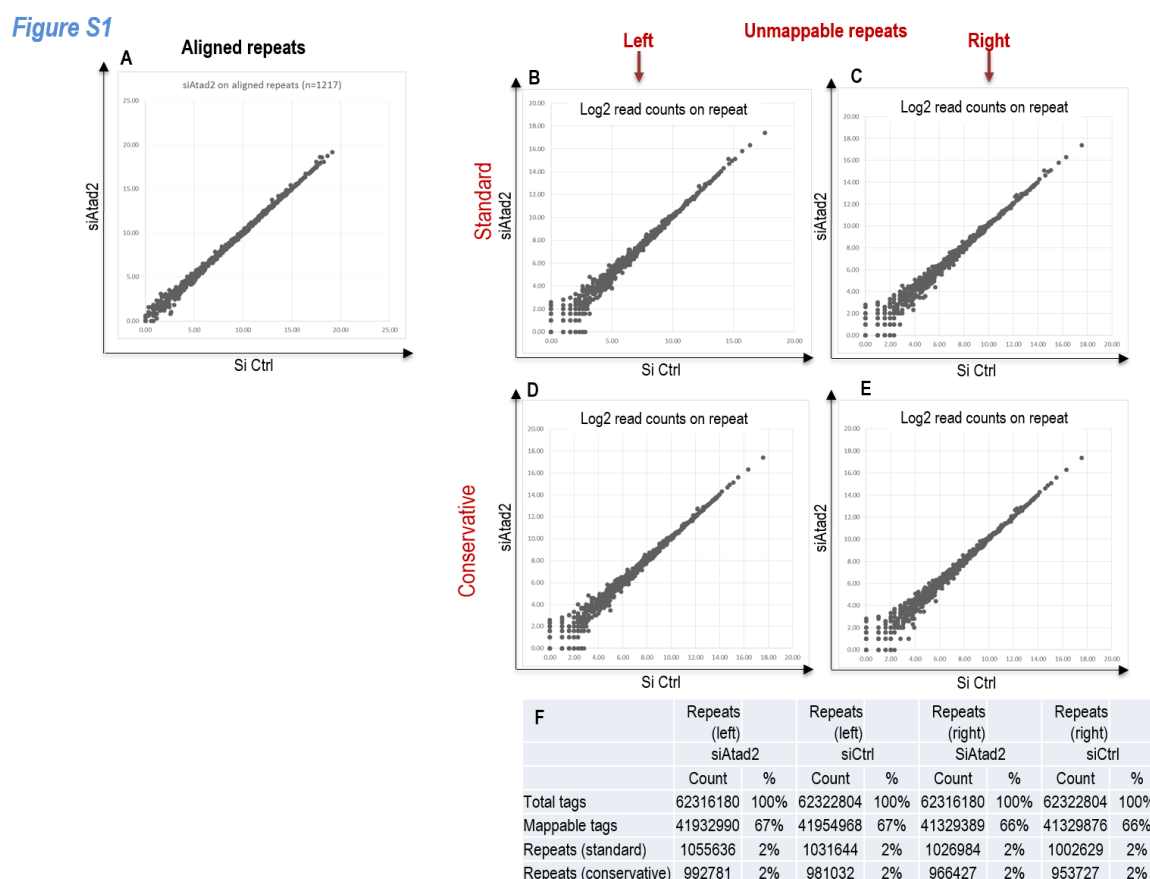

**Figure S2 (related to Figure 3). Visualisation of Atad2-bound chromatin-associated proteins.**

A higher magnification of the silver-stained gel shown in [Figure 3B](#), is presented to better visualize the gel slices analysed by MS. The slices corresponding to the parallel IP (46C and 46C<sup>Tag</sup>) are numbered as indicated. The protein identified in the 46C gel slices (control) were removed from the list of proteins identified in the 46C<sup>Tag</sup> gel slices, which were then listed in [Table S1A](#) in different functional categories.

**Figure S2**

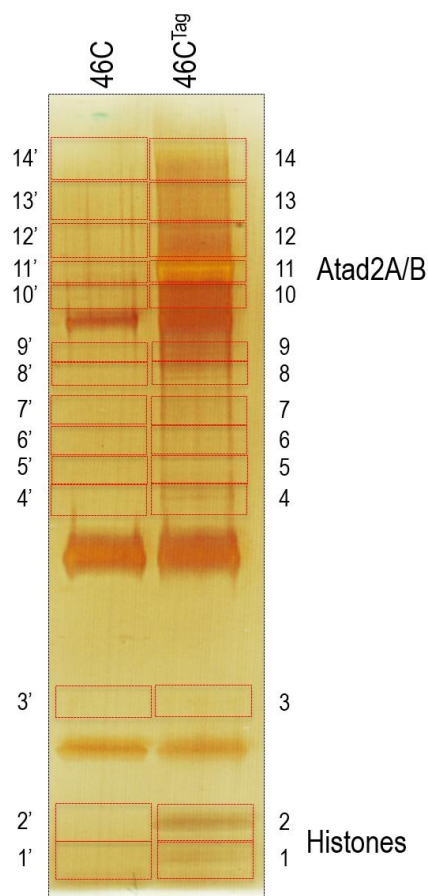

**Figure S3 (related to Figure 3C). Comparative Atad2 and Yta7 ChIP-proteomics.**  
Figure 3C (left) is shown next to the Yta7 ChIP-proteomics data extracted from data published by Lambert and colleagues (see reference Lambert et al., 2010, in the main text).

*Figure S3*

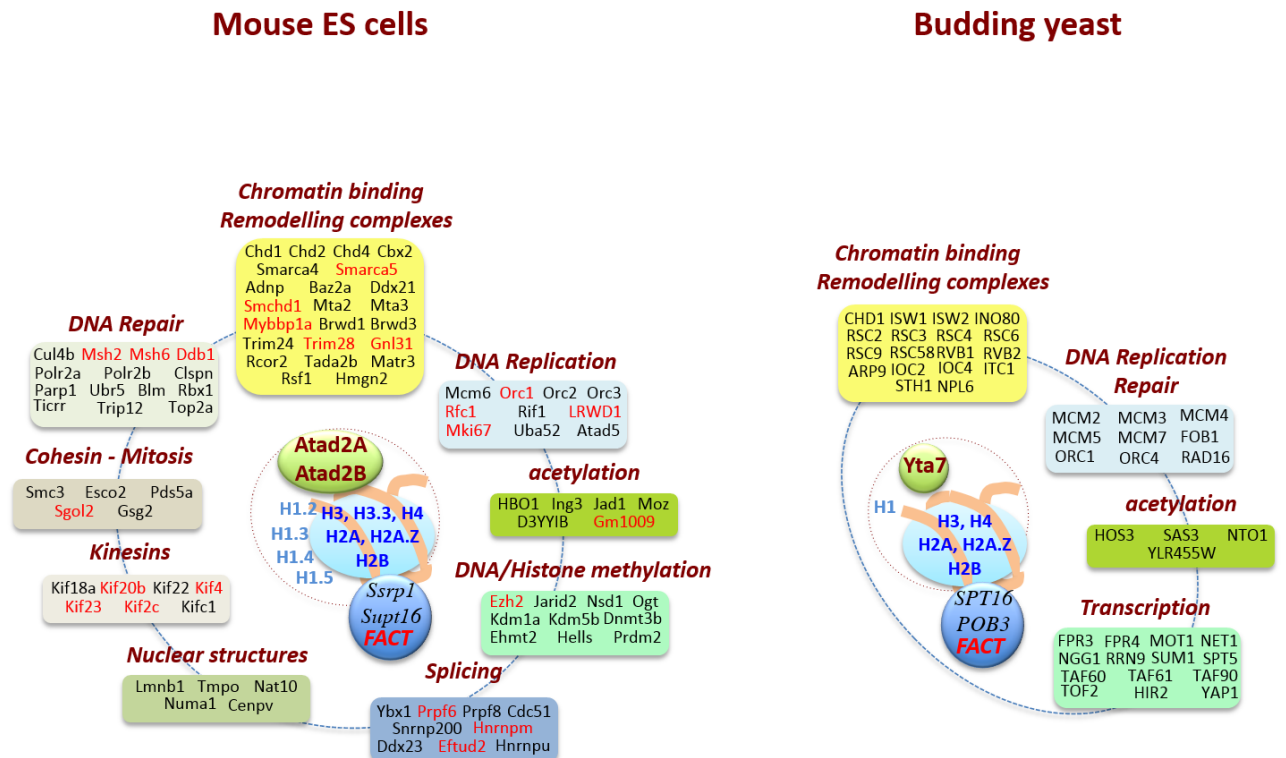

# Figure S4 (related to Figure 4B). Characterization of acetylated histones co-purified with Atad2.

Annotated MS/MS spectra of the identified histone Kac peptides from silver stained gel in Figure 4B are shown.

(1)

MS/MS Fragmentation of **EIAQDFKTDLR**  
Found in **gii386772**, histone H3 [Homo sapiens]

Match to Query 6701: 1376.693208 from(689.353880,2+) intensity(33260.8125)  
Title: File4012 Spectrum9839 scans: 10905  
Data file 2014-4-22-TAG-4-ZY.mgf

Click mouse within plot area to zoom in by factor of two about that point

Or,  100  1300 Da

Label all possible matches ☐ Label matches used for scoring ☒

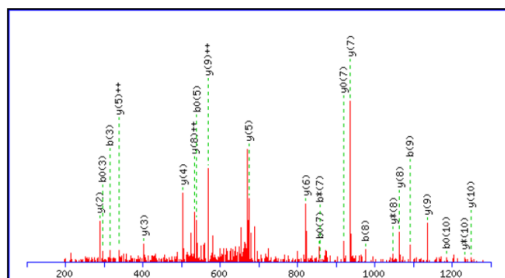

Monoisotopic mass of neutral peptide Mr(calc): 1376.6936

Variable modifications:

K7 : Acetyl (K)

Ions Score: 56 Expect: 2.7e-006

Matches : 23/110 fragment ions using 44 most intense peaks ([help](#))

| #  | b         | b <sup>++</sup> | b <sup>*</sup> | b <sup>*++</sup> | b <sup>0</sup> | b <sup>0++</sup> | Seq. | y         | y <sup>++</sup> | y <sup>*</sup> | y <sup>*++</sup> | y <sup>0</sup> | y <sup>0++</sup> | #  |
|----|-----------|-----------------|----------------|------------------|----------------|------------------|------|-----------|-----------------|----------------|------------------|----------------|------------------|----|
| 1  | 130.0499  | 65.5286         |                |                  | 112.0393       | 56.5233          | E    |           |                 |                |                  |                |                  | 11 |
| 2  | 243.1339  | 122.0706        |                |                  | 225.1234       | 113.0653         | I    | 1248.6583 | 624.8328        | 1231.6317      | 616.3195         | 1230.6477      | 615.8275         | 10 |
| 3  | 314.1710  | 157.5892        |                |                  | 296.1605       | 148.5839         | A    | 1135.5742 | 568.2907        | 1118.5477      | 559.7775         | 1117.5636      | 559.2855         | 9  |
| 4  | 442.2296  | 221.6185        | 425.2031       | 213.1052         | 424.2191       | 212.6132         | Q    | 1064.5371 | 532.7722        | 1047.5106      | 524.2589         | 1046.5265      | 523.7669         | 8  |
| 5  | 557.2566  | 279.1319        | 540.2300       | 270.6186         | 539.2460       | 270.1266         | D    | 936.4785  | 468.7429        | 919.4520       | 460.2296         | 918.4680       | 459.7376         | 7  |
| 6  | 704.3250  | 352.6661        | 687.2984       | 344.1529         | 686.3144       | 343.6608         | F    | 821.4516  | 411.2294        | 804.4250       | 402.7162         | 803.4410       | 402.2241         | 6  |
| 7  | 874.4305  | 437.7189        | 857.4040       | 429.2056         | 856.4199       | 428.7136         | K    | 674.3832  | 337.6952        | 657.3566       | 329.1819         | 656.3726       | 328.6899         | 5  |
| 8  | 975.4782  | 488.2427        | 958.4516       | 479.7295         | 957.4676       | 479.2375         | T    | 504.2776  | 252.6425        | 487.2511       | 244.1292         | 486.2671       | 243.6372         | 4  |
| 9  | 1090.5051 | 545.7562        | 1073.4786      | 537.2429         | 1072.4946      | 536.7509         | D    | 403.2300  | 202.1186        | 386.2034       | 193.6053         | 385.2194       | 193.1133         | 3  |
| 10 | 1203.5892 | 602.2982        | 1186.5626      | 593.7850         | 1185.5786      | 593.2930         | L    | 288.2030  | 144.6051        | 271.1765       | 136.0919         |                |                  | 2  |
| 11 |           |                 |                |                  |                |                  | R    | 175.1190  | 88.0631         | 158.0924       | 79.5498          |                |                  | 1  |

(2)

MS/MS Fragmentation of **KQLATKAAR**  
Found in **gi|386772**, histone H3 [Homo sapiens]

Match to Query 3535: 1069.623988 from(535.819270,2+) intensity(787636.2500)  
Title: File4012 Spectrum3718 scans: 4376  
Data file 2014-4-22-TAG-4-ZY.mgf

Click mouse within plot area to zoom in by factor of two about that point  
Or,  150  950    
Label all possible matches ☐ Label matches used for scoring ☒

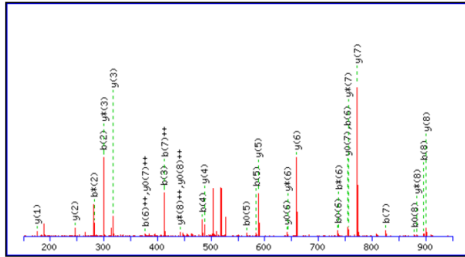

Monoisotopic mass of neutral peptide **Mr(calcd)**: 1069.6243  
Variable modifications:  
K1 : Acetyl (K)  
K6 : Acetyl (K)  
Ions Score: 50 Expect: 1e-005  
Matches : 31/80 fragment ions using 56 most intense peaks ([help](#))

**H3 K18 K23**  
**KQLATKAAR**

| # | b               | b <sup>++</sup> | b*              | b <sup>++</sup> | b <sup>0</sup>  | b <sup>0++</sup> | Seq. | y               | y <sup>++</sup> | y*              | y <sup>++</sup> | y <sup>0</sup>  | y <sup>0++</sup> | # |
|---|-----------------|-----------------|-----------------|-----------------|-----------------|------------------|------|-----------------|-----------------|-----------------|-----------------|-----------------|------------------|---|
| 1 | 171.1128        | 86.0600         | 154.0863        | 77.5468         |                 |                  | K    |                 |                 |                 |                 |                 |                  | 9 |
| 2 | <b>299.1714</b> | 150.0893        | <b>282.1448</b> | 141.5761        |                 |                  | Q    | <b>900.5261</b> | 450.7667        | <b>883.4996</b> | <b>442.2534</b> | 882.5156        | <b>441.7614</b>  | 8 |
| 3 | <b>412.2554</b> | 206.6314        | 395.2289        | 198.1181        |                 |                  | L    | <b>772.4676</b> | 386.7374        | <b>755.4410</b> | 378.2241        | <b>754.4570</b> | <b>377.7321</b>  | 7 |
| 4 | <b>483.2926</b> | 242.1499        | 466.2660        | 233.6366        |                 |                  | A    | <b>659.3835</b> | 330.1954        | <b>642.3570</b> | 321.6821        | <b>641.3729</b> | 321.1901         | 6 |
| 5 | <b>584.3402</b> | 292.6738        | 567.3137        | 284.1605        | <b>566.3297</b> | 283.6685         | T    | <b>588.3464</b> | 294.6768        | 571.3198        | 286.1636        | 570.3358        | 285.6715         | 5 |
| 6 | <b>754.4458</b> | <b>377.7265</b> | <b>737.4192</b> | 369.2132        | <b>736.4352</b> | 368.7212         | K    | <b>487.2987</b> | 244.1530        | 470.2722        | 235.6397        |                 |                  | 4 |
| 7 | <b>825.4829</b> | <b>413.2451</b> | 808.4563        | 404.7318        | 807.4723        | 404.2398         | A    | <b>317.1932</b> | 159.1002        | <b>300.1666</b> | 150.5870        |                 |                  | 3 |
| 8 | <b>896.5200</b> | 448.7636        | 879.4934        | 440.2504        | <b>878.5094</b> | 439.7584         | A    | <b>246.1561</b> | 123.5817        | 229.1295        | 115.0684        |                 |                  | 2 |
| 9 |                 |                 |                 |                 |                 |                  | R    | <b>175.1190</b> | 88.0631         | 158.0924        | 79.5498         |                 |                  | 1 |

(3)

MS/MS Fragmentation of **KSTGGKAPR**  
Found in **gi|386772**, histone H3 [Homo sapiens]

Match to Query 2768: 984.535488 from(493.275020,2+) intensity(113088.2813)  
Title: File4012 Spectrum1601 scans: 1998  
Data file 2014-4-22-TAG-4-ZY.mgf

Click mouse within plot area to zoom in by factor of two about that point  
Or,  100  1000    
Label all possible matches ☐ Label matches used for scoring ☒

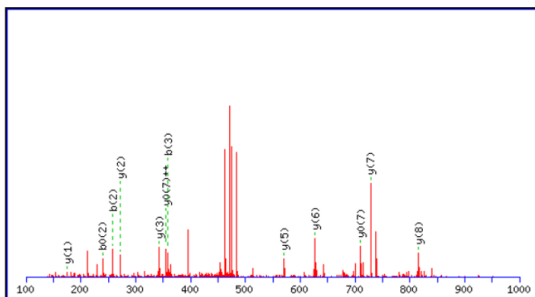

Monoisotopic mass of neutral peptide **Mr(calcd)**: 984.5352  
Variable modifications:  
K1 : Acetyl (K)  
K6 : Acetyl (K)  
Ions Score: 41 Expect: 7.7e-005  
Matches : 12/82 fragment ions using 33 most intense peaks ([help](#))

**H3 K9 K14**  
**KSTGGKAPR**

| # | b               | b <sup>++</sup> | b*       | b <sup>++</sup> | b <sup>0</sup>  | b <sup>0++</sup> | Seq. | y               | y <sup>++</sup> | y*       | y <sup>++</sup> | y <sup>0</sup>  | y <sup>0++</sup> | # |
|---|-----------------|-----------------|----------|-----------------|-----------------|------------------|------|-----------------|-----------------|----------|-----------------|-----------------|------------------|---|
| 1 | 171.1128        | 86.0600         | 154.0863 | 77.5468         |                 |                  | K    |                 |                 |          |                 |                 |                  | 9 |
| 2 | <b>258.1448</b> | 129.5761        | 241.1183 | 121.0628        | <b>240.1343</b> | 120.5708         | S    | <b>815.4370</b> | 408.2221        | 798.4104 | 399.7089        | 797.4264        | 399.2169         | 8 |
| 3 | <b>359.1925</b> | 180.0999        | 342.1660 | 171.5866        | 341.1819        | 171.0946         | T    | <b>728.4050</b> | 364.7061        | 711.3784 | 356.1928        | <b>710.3944</b> | <b>355.7008</b>  | 7 |
| 4 | 416.2140        | 208.6106        | 399.1874 | 200.0974        | 398.2034        | 199.6053         | G    | <b>627.3573</b> | 314.1823        | 610.3307 | 305.6690        |                 |                  | 6 |
| 5 | 473.2354        | 237.1214        | 456.2089 | 228.6081        | 455.2249        | 228.1161         | G    | <b>570.3358</b> | 285.6715        | 553.3093 | 277.1583        |                 |                  | 5 |
| 6 | 643.3410        | 322.1741        | 626.3144 | 313.6608        | 625.3304        | 313.1688         | K    | 513.3144        | 257.1608        | 496.2878 | 248.6475        |                 |                  | 4 |
| 7 | 714.3781        | 357.6927        | 697.3515 | 349.1794        | 696.3675        | 348.6874         | A    | <b>343.2088</b> | 172.1081        | 326.1823 | 163.5948        |                 |                  | 3 |
| 8 | 811.4308        | 406.2191        | 794.4043 | 397.7058        | 793.4203        | 397.2138         | P    | <b>272.1717</b> | 136.5895        | 255.1452 | 128.0762        |                 |                  | 2 |
| 9 |                 |                 |          |                 |                 |                  | R    | <b>175.1190</b> | 88.0631         | 158.0924 | 79.5498         |                 |                  | 1 |

MS/MS Fragmentation of **GKGGKGLGKGGAK**  
Found in **gi|28173560**, histone H4 [Homo sapiens]

Match to Query 5152: 1239.691988 from(620.853270,2+) intensity(49482.3711)  
Title: File4012 Spectrum3719 scans: 4377  
Data file 2014-4-22-TAG-4-ZY.mgf

Click mouse within plot area to zoom in by factor of two about that point

Or,  to  Da

Label all possible matches ☐ Label matches used for scoring ☒

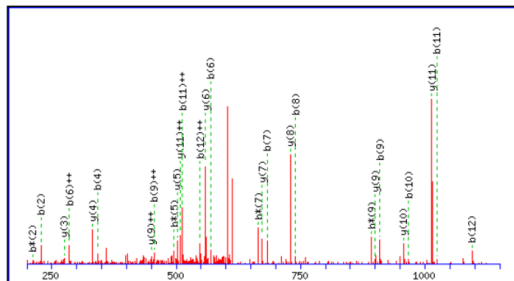

Monoisotopic mass of neutral peptide Mr(calc): 1239.6935  
Variable modifications:  
K2 : Acetyl (K)  
K5 : Acetyl (K)  
K9 : Acetyl (K)  
Ions Score: 57 Expect: 1.9e-006  
Matches : 30/94 fragment ions using 76 most intense peaks [\(help\)](#)

| #  | b                | b <sup>++</sup> | b <sup>*</sup>  | b <sup>*++</sup> | Seq. | y                | y <sup>++</sup> | y <sup>*</sup> | y <sup>*++</sup> | #  |
|----|------------------|-----------------|-----------------|------------------|------|------------------|-----------------|----------------|------------------|----|
| 1  | 58.0287          | 29.5180         |                 |                  | G    |                  |                 |                |                  | 13 |
| 2  | <b>228.1343</b>  | 114.5708        | <b>211.1077</b> | 106.0575         | K    | 1183.6794        | 592.3433        | 1166.6528      | 583.8300         | 12 |
| 3  | <b>285.1557</b>  | 143.0815        | 268.1292        | 134.5682         | G    | <b>1013.5738</b> | <b>507.2905</b> | 996.5473       | 498.7773         | 11 |
| 4  | <b>342.1772</b>  | 171.5922        | 325.1506        | 163.0790         | G    | <b>956.5524</b>  | 478.7798        | 939.5258       | 470.2665         | 10 |
| 5  | <b>512.2827</b>  | 256.6450        | <b>495.2562</b> | 248.1317         | K    | <b>899.5309</b>  | <b>450.2691</b> | 882.5043       | 441.7558         | 9  |
| 6  | <b>569.3042</b>  | <b>285.1557</b> | 552.2776        | 276.6425         | G    | <b>729.4254</b>  | 365.2163        | 712.3988       | 356.7030         | 8  |
| 7  | <b>682.3883</b>  | 341.6978        | <b>665.3617</b> | 333.1845         | L    | <b>672.4039</b>  | 336.7056        | 655.3774       | 328.1923         | 7  |
| 8  | <b>739.4097</b>  | 370.2085        | 722.3832        | 361.6952         | G    | <b>559.3198</b>  | 280.1636        | 542.2933       | 271.6503         | 6  |
| 9  | <b>909.5152</b>  | <b>455.2613</b> | <b>892.4887</b> | 446.7480         | K    | <b>502.2984</b>  | 251.6528        | 485.2718       | 243.1396         | 5  |
| 10 | <b>966.5367</b>  | 483.7720        | 949.5102        | 475.2587         | G    | <b>332.1928</b>  | 166.6001        | 315.1663       | 158.0868         | 4  |
| 11 | <b>1023.5582</b> | <b>512.2827</b> | 1006.5316       | 503.7694         | G    | <b>275.1714</b>  | 138.0893        | 258.1448       | 129.5761         | 3  |
| 12 | <b>1094.5953</b> | <b>547.8013</b> | 1077.5687       | 539.2880         | A    | 218.1499         | 109.5786        | 201.1234       | 101.0653         | 2  |
| 13 |                  |                 |                 |                  | K    | 147.1128         | 74.0600         | 130.0863       | 65.5468          | 1  |

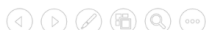

MS/MS Fragmentation of **GKGGKGLGKGGAKR**  
Found in **gi|28173560**, histone H4 [Homo sapiens]

Match to Query 7433: 1437.807228 from(719.910890,2+) intensity(56822.3945)  
Title: File4012 Spectrum4387 scans: 5100  
Data file 2014-4-22-TAG-4-ZY.mgf

Click mouse within plot area to zoom in by factor of two about that point

Or,  to  Da

Label all possible matches ☐ Label matches used for scoring ☒

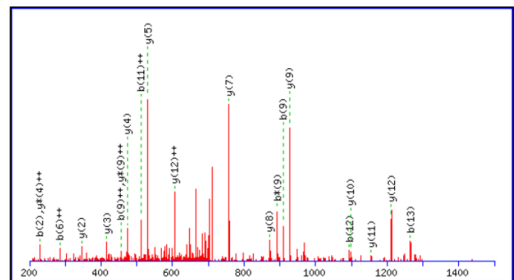

Monoisotopic mass of neutral peptide Mr(calc): 1437.8052  
Variable modifications:  
K2 : Acetyl (K)  
K5 : Acetyl (K)  
K9 : Acetyl (K)  
K13 : Acetyl (K)  
Ions Score: 72 Expect: 5.6e-008  
Matches : 23/102 fragment ions using 33 most intense peaks [\(help\)](#)

| #  | b                | b <sup>++</sup> | b <sup>*</sup>  | b <sup>*++</sup> | Seq. | y                | y <sup>++</sup> | y <sup>*</sup> | y <sup>*++</sup> | #  |
|----|------------------|-----------------|-----------------|------------------|------|------------------|-----------------|----------------|------------------|----|
| 1  | 58.0287          | 29.5180         |                 |                  | G    |                  |                 |                |                  | 14 |
| 2  | <b>228.1343</b>  | 114.5708        | 211.1077        | 106.0575         | K    | 1381.7910        | 691.3992        | 1364.7645      | 682.8859         | 13 |
| 3  | <b>285.1557</b>  | 143.0815        | 268.1292        | 134.5682         | G    | <b>1211.6855</b> | <b>606.3464</b> | 1194.6589      | 597.8331         | 12 |
| 4  | 342.1772         | 171.5922        | 325.1506        | 163.0790         | G    | <b>1154.6640</b> | 577.8357        | 1137.6375      | 569.3224         | 11 |
| 5  | <b>512.2827</b>  | 256.6450        | 495.2562        | 248.1317         | K    | <b>1097.6426</b> | 549.3249        | 1080.6160      | 540.8116         | 10 |
| 6  | 569.3042         | <b>285.1557</b> | 552.2776        | 276.6425         | G    | <b>927.5370</b>  | 464.2722        | 910.5105       | <b>455.7589</b>  | 9  |
| 7  | 682.3883         | 341.6978        | 665.3617        | 333.1845         | L    | <b>870.5156</b>  | 435.7614        | 853.4890       | 427.2482         | 8  |
| 8  | 739.4097         | 370.2085        | 722.3832        | 361.6952         | G    | <b>757.4315</b>  | 379.2194        | 740.4050       | 370.7061         | 7  |
| 9  | <b>909.5152</b>  | <b>455.2613</b> | <b>892.4887</b> | 446.7480         | K    | 700.4101         | 350.7087        | 683.3835       | 342.1954         | 6  |
| 10 | 966.5367         | 483.7720        | 949.5102        | 475.2587         | G    | <b>530.3045</b>  | 265.6559        | 513.2780       | 257.1426         | 5  |
| 11 | 1023.5582        | <b>512.2827</b> | 1006.5316       | 503.7694         | G    | <b>473.2831</b>  | 237.1452        | 456.2565       | <b>228.6319</b>  | 4  |
| 12 | <b>1094.5953</b> | <b>547.8013</b> | 1077.5687       | 539.2880         | A    | <b>416.2616</b>  | 208.6344        | 399.2350       | 200.1212         | 3  |
| 13 | <b>1264.7008</b> | 632.8540        | 1247.6743       | 624.3408         | K    | <b>345.2245</b>  | 173.1159        | 328.1979       | 164.6026         | 2  |
| 14 |                  |                 |                 |                  | R    | 175.1190         | 88.0631         | 158.0924       | 79.5498          | 1  |

**Figure S5 (related to Figure 4D). Y1021F mutation inactivates the ability of ATAD2 bromodomain to bind acetylated histones.**

ATAD2 bromodomain from wild type or the Y1021F mutant was amplified and cloned in a bacterial expression vector in fusion with GST. After the induction of bacteria with IPTG the corresponding bacterial extracts were used to perform a pull-down assay using biotinylated unmodified or tetra-acetylated H4 tail peptides immobilized on streptavidin beads. Pull-downed protein were then detected using anti-GST antibody.

*Figure S5*

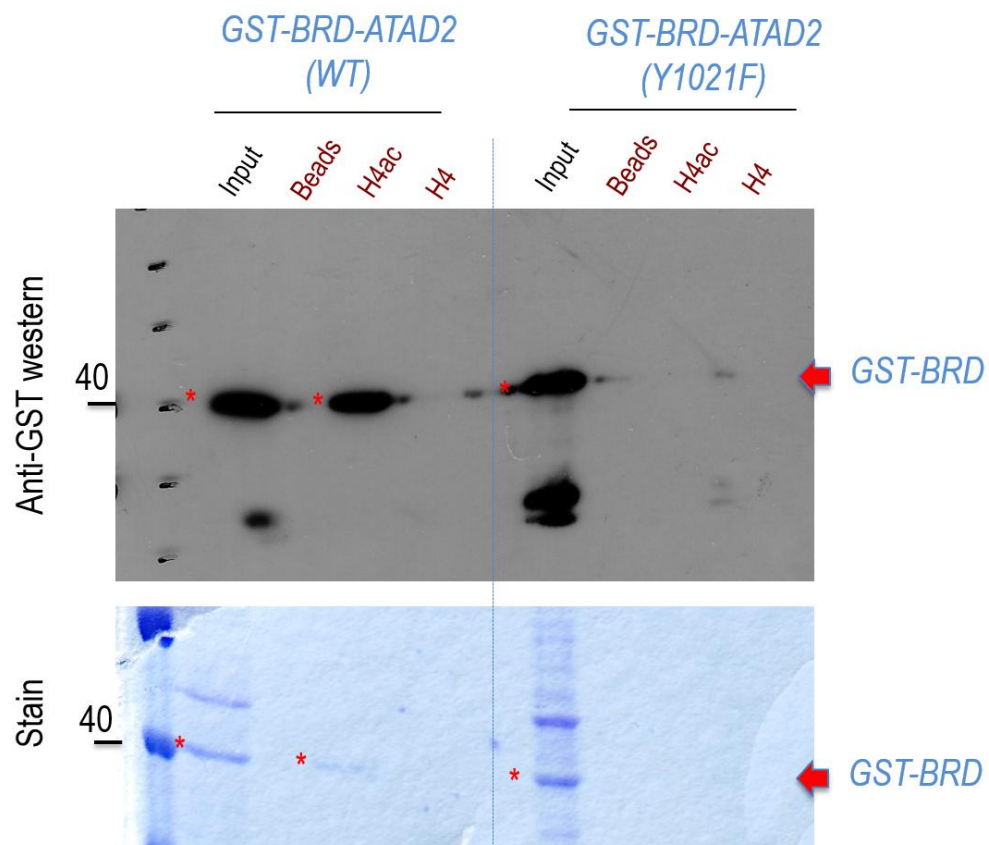

\* Indicates the position of GST-BRD in the extracts and after pull down

**Figure S6 (related to Figure 4). Atad2 is enriched in acetylated chromatin regions.**

Aligned raw reads from ChIPseq data in ES cells from Ren's lab were recovered from Encode (<http://genome.ucsc.edu/>) for H3K9ac and H3K27ac (UCSC references: wgEncodeEM003176 and wgEncodeEM002497 respectively) and used for peak calling to identify the regions enriched in acetylated histones. These data were crossed with the Atad2 ChIP seq data from both experiments (Exp1 and Exp2) and the Atad2 reads numbers were compared between the non-acetylated regions (-) and the acetylated regions (+), within the Atad2-bound overlapping regions.

**Figure S6**

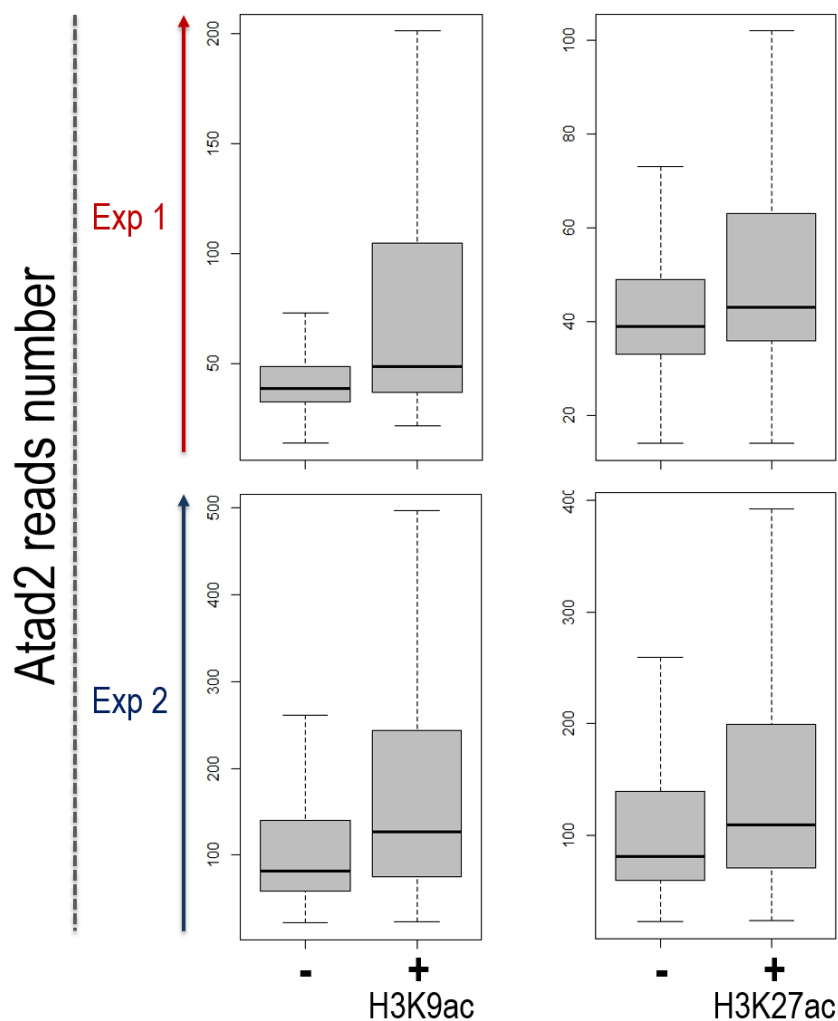

## Supplementary Tables

**Table S1 (related to Figure 3C, Figure S2 and Figure 4B). Identification of proteins co-purified with chromatin-bound Atad2.** (A) List of proteins identified in gel slices indicated in **Figure S2** (C46<sup>Tag</sup> gel slices) as Atad2-nucleosome associated after removing proteins found in the 46C-immunoprecipitated materials (**Figure S2**, C46 slices) or with a score cut-off below 30. The list is organized as a function of the proteins' functional annotations as indicated. (B) The list of the identified proteins corresponding to histone bands on the silver-stained gel shown in **Figure 4B**. (C) The list of acetylated histone spectra (related to **Figure 4B**).

Table S1A

**Table S1B**

|                          |                                                       |  |  |
|--------------------------|-------------------------------------------------------|--|--|
| Software:                | Mascot version 2.4.0                                  |  |  |
| Database                 | Uniprot_mouse (50,807 sequences; 24,405,143 residues) |  |  |
| Enzyme                   | Trypsin                                               |  |  |
| Maximum Missed Cleav     | 3                                                     |  |  |
| Mass values              | Monoisotopic                                          |  |  |
| Protein score cutoff     | 30                                                    |  |  |
| Peptide Ions score cut-o | 20                                                    |  |  |
| Instrument type          | ESI-TRAP (Orbitrap Elite)                             |  |  |

  

| Sample ID    | 46C-tag  |                                                                                      |            |         |
|--------------|----------|--------------------------------------------------------------------------------------|------------|---------|
| prot_hit_num | prot_acc | prot_desc                                                                            | prot_score | prot_MW |
| 1            | P62806   | Histone H4 OS=Mus musculus GN=Hist1h4a PE=1 SV=2                                     | 697        | 11360   |
| 2            | Q8BFU2   | Histone H2A type 3 OS=Mus musculus GN=Hist3h2a PE=1 SV=3                             | 570        | 14113   |
| 3            | Q6GSS7   | Histone H2A type 2-A OS=Mus musculus GN=Hist2h2aa1 PE=1 SV=3                         | 498        | 14087   |
| 4            | P27661   | Histone H2A.x OS=Mus musculus GN=H2afx PE=1 SV=2                                     | 411        | 15133   |
| 5            | Q6ZWY9   | Histone H2B type 1-C/E/G OS=Mus musculus GN=Hist1h2bc PE=1 SV=3                      | 292        | 13898   |
| 6            | P68433   | Histone H3.1 OS=Mus musculus GN=Hist1h3a PE=1 SV=2                                   | 186        | 15394   |
| 7            | E0CZ27   | Histone H3 (Fragment) OS=Mus musculus GN=H3f3a PE=2 SV=1                             | 176        | 13314   |
| 8            | P0C0S6   | Histone H2A.Z OS=Mus musculus GN=H2afz PE=1 SV=2                                     | 162        | 13545   |
| 9            | P56480   | ATP synthase subunit beta, mitochondrial OS=Mus musculus GN=Atp5b PE=1 SV=2          | 129        | 56265   |
| 10           | E9Q0F0   | Protein Krt78 OS=Mus musculus GN=Krt78 PE=2 SV=1                                     | 100        | 112194  |
| 11           | P07724   | Serum albumin OS=Mus musculus GN=Alb PE=1 SV=3                                       | 97         | 68648   |
| 12           | P17897   | Lysozyme C-1 OS=Mus musculus GN=Lyz1 PE=1 SV=1                                       | 92         | 16783   |
| 13           | Q792Z1   | MCG140784 OS=Mus musculus GN=Try10 PE=2 SV=1                                         | 90         | 26204   |
| 14           | Q9CPN9   | Protein 2210010C04Rik OS=Mus musculus GN=2210010C04Rik PE=2 SV=1                     | 77         | 26405   |
| 15           | G3UYI5   | Protein mago nashi homolog 2 (Fragment) OS=Mus musculus GN=Magohb PE=2 SV=1          | 68         | 13376   |
| 16           | G3X963   | ATPase family AAA domain-containing protein 2 OS=Mus musculus GN=Atad2 PE=4 SV=1     | 63         | 155188  |
| 17           | P62264   | 40S ribosomal protein S14 OS=Mus musculus GN=Rps14 PE=2 SV=3                         | 56         | 16263   |
| 18           | Q9Z1R9   | MCG124046 OS=Mus musculus GN=Prss1 PE=2 SV=1                                         | 52         | 26118   |
| 19           | Q504P4   | Heat shock cognate 71 kDa protein OS=Mus musculus GN=Hspa8 PE=2 SV=1                 | 50         | 68736   |
| 20           | A2ANY8   | Ankyrin repeat domain-containing protein 6 OS=Mus musculus GN=Ankrd6 PE=2 SV=1       | 38         | 71154   |
| 21           | P62878   | E3 ubiquitin-protein ligase RBX1 OS=Mus musculus GN=Rbx1 PE=1 SV=1                   | 37         | 12266   |
| 22           | E9PWG9   | Mitogen-activated protein kinase kinase kinase 5 OS=Mus musculus GN=Map3k5 PE=2 SV=1 | 32         | 153485  |
| 23           | Q3UH13   | Tubby-related protein 4 OS=Mus musculus GN=Tulp4 PE=2 SV=1                           | 31         | 147808  |
| 24           | E0CXE3   | Contactin-6 OS=Mus musculus GN=Cntn6 PE=2 SV=1                                       | 30         | 105450  |

  

| Sample ID    | 46C      |                                                                                                           |            |         |
|--------------|----------|-----------------------------------------------------------------------------------------------------------|------------|---------|
| prot_hit_num | prot_acc | prot_desc                                                                                                 | prot_score | prot_MW |
| 1            | P17897   | Lysozyme C-1 OS=Mus musculus GN=Lyz1 PE=1 SV=1                                                            | 88         | 16783   |
| 2            | P0C0S6   | Histone H2A.Z OS=Mus musculus GN=H2afz PE=1 SV=2                                                          | 75         | 13545   |
| 3            | E9Q0F0   | Protein Krt78 OS=Mus musculus GN=Krt78 PE=2 SV=1                                                          | 74         | 112194  |
| 4            | P07724   | Serum albumin OS=Mus musculus GN=Alb PE=1 SV=3                                                            | 72         | 68648   |
| 5            | Q8CBB6   | Histone H2B OS=Mus musculus GN=Gm13646 PE=2 SV=1                                                          | 55         | 14879   |
| 6            | Q792Z1   | MCG140784 OS=Mus musculus GN=Try10 PE=2 SV=1                                                              | 47         | 26204   |
| 7            | Q9CPN9   | Protein 2210010C04Rik OS=Mus musculus GN=2210010C04Rik PE=2 SV=1                                          | 45         | 26405   |
| 8            | Q9Z1R9   | MCG124046 OS=Mus musculus GN=Prss1 PE=2 SV=1                                                              | 45         | 26118   |
| 9            | D3YX85   | Arf-GAP with SH3 domain, ANK repeat and PH domain-containing protein 2 OS=Mus musculus GN=Asap2 PE=2 SV=1 | 41         | 106339  |
| 10           | F6XWB2   | Uncharacterized protein OS=Mus musculus GN=lgkv1-115 PE=4 SV=1                                            | 40         | 12420   |
| 11           | F6QFD1   | cAMP-specific 3',5'-cyclic phosphodiesterase 4D (Fragment) OS=Mus musculus GN=Pde4d PE=3 SV=1             | 36         | 85498   |
| 12           | D3Z7R9   | Cell cycle progression 1, isoform CRA_d OS=Mus musculus GN=Ccpg1 PE=4 SV=1                                | 31         | 89078   |
| 13           | Q3UH13   | Tubby-related protein 4 OS=Mus musculus GN=Tulp4 PE=2 SV=1                                                | 31         | 147808  |
| 14           | MQQWL0   | Protein Myh13 (Fragment) OS=Mus musculus GN=Myh13 PE=4 SV=1                                               | 31         | 25760   |

Table S1C

**Table S2 (related to Figure 3C). Analysis of the proteins co-purified with chromatin-bound Atad2 (whole identification approach).** List of proteins identified in a single gel slice after short migration of 46C<sup>tag</sup> but not in 46C extracts after tandem affinity purification was established and proteins identified in both ChIP-proteomics approaches are indicated and classified in functional categories.

**Table S3 (related to Figure 6C). Differentiation phenotype in shAtad2 Embryoid bodies (EBs).** Values in  $\mu\text{m}$  used for box plots shown in **Figure 6C**.

How the deposited data were processed for this re-analysis (not part of the article)

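RNA-seq of 46C mouse ES cells with tagged Atad2 was analysed in 4 libraries, 2 treated with scrambled siRNA (si-ctrl) and 2 with anti-Atad2 siRNA (si-Atad2). The conditions and replicate numbers were taken from the sample labels, and no siRNA was assigned to a library. The authors ran Cuffdiff on each pair of 1 si-Atad2 and 1 si-ctrl library and deposited 8 tables. The authors' FPKM values are fragments per kilobase of transcript scaled to library size within each Cuffdiff run, with a 95% confidence interval. The authors' deposited p-values and q-values come from tests of 1 library against 1 library, and their q threshold was 0.05. The authors' deposited log2 fold changes are si-ctrl over si-Atad2, and their sign was turned here. Gene and transcript tables hold the same FPKM for all 59120 transcripts, since each transcript was entered as its own gene. Sequencing used paired ends of 50 cycles. ChIP-seq, the shRNA arrays, the proteomics and the repeat elements were not analysed here.

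Transcripts were named from the GENCODE annotation vM21 of GRCm38. A transcript of the tables was given the symbol of the gene whose transcript had its length within 3 bases inside its locus, which named 14768 transcripts, or else that of the locus's only coding gene, which named 28440; 15912 stayed without a name. Supt16, which overlaps a neighbouring gene, has no named transcript. Values of overlapping genes are uncertain, since use of the strand is not stated. The supplement states that the RNA-seq reads were mapped with Bowtie.

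Log2 ratios were taken within each Cuffdiff run with a pseudocount of 1 FPKM, so the replicate number is a block. Transcripts with a mean of at least 1 FPKM and status OK in all 4 libraries were tested with limma (lmFit on the pair of ratios, eBayes with a trend on the mean level), with Benjamini-Hochberg adjustment and a threshold of 0.05. The pairing comes from the authors' tables. The deviations of same-numbered libraries from their group means had a Pearson correlation of -0.045 over tested transcripts and -0.13 over genes, so the values themselves show no shared deviation. FPKM are not counts, so no count model was used. On simulated data with 200 changed genes, the test over transcripts recovered 0% of 2-fold, 59% of 4-fold and 91.5% of 8-fold changes among 17733 transcripts, and the test over summed genes recovered 82.5%, 98.5% and 98.5% among 10222 genes. In simulations of the list percentile with 20 lists of 50 genes each, values were drawn independently for each gene. In these, 1 list with no shift, 11 lists shifted by -0.1 and 20 lists shifted by -0.5 fell under the percentile limit. Between the si-Atad2 libraries, real E2F targets stood at percentile 0.11 and interferon response genes at 0, though pluripotency genes stood at 73.3. The simulated rate with no shift therefore need not hold for real lists.

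Gene lists (pluripotency genes, germ layer markers measured in the paper, FACT subunits, E2F targets, helicases, interferon response, p53 targets, and genes the paper names) were written before the data were examined. Each list's median log2 ratio was placed among 10000 random lists of the same size matched on mean level in 20 bins. A list of genes of the 2-cell-like state was written after some of its members' values had been seen. Seed matches are the 7 bases that pair with positions 2 to 8 of each siRNA's guide strand, searched in the 3′ UTRs. Genes named in the text are those the paper names, and, since fewer than 3 transcripts passed the threshold, the 5 highest and 5 lowest log2 ratios among transcripts the authors called in both pairs with the same sign. Other genes named were chosen after their values were seen, and the text says so.

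The alternatives tried were pseudocounts of 0.1 and 5 FPKM, rescaling to TPM, median of ratios, the transcript tables, no filter or a minimum of 5 FPKM, no block, eBayes without a trend, an adjusted p threshold of 0.1, summed genes, other class limits, stricter calls of the authors and leaving out each replicate. Summed genes were planned for the count of changed genes, the gene lists other than the 2-cell-like list and the seed matches in the pairs. They were also planned for the named genes other than Atad2. Every other use of summed genes was added after seeing the data. So were removal of the trend with GC content, a minimum transcript length of 200 bases and crossed pairs. Transcripts alone at their locus and removal of ribosomal protein genes were likewise added then. The tables hold no counts, and the depth of about 28000000 to 29900000 fragments per library is inferred from the authors' intervals. The tools were R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.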

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

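The tests below were chosen after the result was seen. When the FPKM of all transcripts of a gene were summed, 62 of 10222 genes had an adjusted p under 0.05 by limma, 53 higher and 9 lower after knockdown, although the paper reports no count of changed genes. This draws attention because genes outside those the paper discusses changed alike in both pairs. Regrouping the 4 libraries without regard to pairs gave 66 genes for si-ctrl against si-Atad2, 0 for pair 1 against pair 2, and 3 for the remaining split, which parts both pairs as the real one does. So 1 of the 3 splits of the libraries gave as many genes, and 3 splits cannot give a share under 0.05, which keeps an accidental grouping open. The log2 ratios of pair 1 had a Spearman correlation with transcript GC content of -0.28 across genes and those of pair 2 one of 0.084, while the si-ctrl libraries differed from one another with a correlation of -0.53. A GC bias of the libraries is therefore present. With that trend removed, 11 genes passed in place of the 62, 8 higher and 3 lower. Of these 11, 7 were among the 218 genes given next, as were 57 of the 62. Mir684-2 and Mir1907, listed at 0 FPKM in both libraries of a condition, were among the 11 but not the 218. Genes at an unadjusted p under 0.05 by limma went from 1446 to 1539, while limma's prior degrees of freedom fell from 5.77 to 3.95. The lower count therefore does not give the share of changes that follow GC content. With transcripts of 200 bases or more, 218 genes passed, and 77 passed after the trend with GC content was removed in the same fit, all 77 of them among the 218. Fitted with a block and with the GC trend removed in the same way, the other splits gave 0 and 4 genes against these 11. Against these 77 they gave 0 and 0 genes. At an unadjusted p under 0.05 by limma they had 398 and 82, where chance would give 509. The 82 came from the remaining split, in which a change shared by both pairs counts as spread. That split could therefore give few genes and is a weak control. The 77 genes still argue against the GC trend as the whole cause, though not for the genes that were lost. Under TPM 152 genes passed, of which 150 were among the 218, and under median of ratios 137, all among the 218. This argues against the scaling of the libraries as the whole cause. The other splits gave at most 3 genes under these scalings, but the remaining split could again give few. With TPM, 1768 genes had an unadjusted p under 0.05 by limma. The split of pair 1 against pair 2 gave 1127 such genes and the remaining split 92. Under median of ratios these counts were 1541, 392 and 78. The knockdown itself and effects of the siRNAs other than on Atad2 stay open, because no library with a rescue or another control siRNA was analysed here. If the libraries of a condition are repeat sequencing of the same RNA, differences between cultures stay open as well.

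The genes with the lowest and highest ratios were picked by the same rule as the other named genes, applied to the 218 genes after their values were seen. The lowest were Atad2, Mt2 (log2 ratio -0.69), Rps4x (-0.67), Mt1 (-0.66) and Enpp2 (-0.64), and the highest were Rps2 (1.02), Egr1 (0.98), Uhmk1 (0.94), Lrp11 (0.89) and Tmem179b (0.88). Rps2 and Rps4x have many processed copies in the genome and differed widely between the pairs, with log2 ratios of 0.34 and 1.70 for Rps2, so their values are uncertain. Tmem179b was listed at 0 FPKM in si-ctrl 2. With summed transcripts of all lengths, the adjusted p by limma was 0.051 for Tmem179b, 0.068 for Mt2 and Enpp2 and 0.087 for Egr1. For Rps4x it was 0.17 and for Rps2 0.19. These genes did not pass there, whereas Atad2, Mt1, Uhmk1 and Lrp11 did. After removal of the GC trend, the adjusted p by limma was 0.011 for Lrp11, 0.029 for Uhmk1, 0.038 for Mt1 and 0.045 for Enpp2. It was 0.042 for Tmem179b, but 0.075 for Mt2, 0.092 for Egr1 and 0.146 for Rps2 and Rps4x. Sh3bgrl3, Leprot and Iars, chosen after their values were seen, rose by nearly the same amount in both pairs (log2 ratios of 0.77 and 0.75, 0.84 and 0.81, and 0.70 and 0.72).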

How the results depend on the processing

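The count of changed genes with the transcripts of a gene summed was planned. So were the gene lists other than the 2-cell-like list and the seed matches in the pairs, which also use summed genes. Sums for named transcripts other than Atad2 were planned too. All remaining uses of summed genes, the removal of the GC trend, the minimum transcript length and the crossed pairs were chosen after seeing the data. So were the transcripts alone at their locus, the removal of ribosomal protein genes and all values of the 2-cell-like list. The other alternatives were planned. Where a value moved, the cause was not tested unless stated.

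The log2 ratio of Atad2 was negative under every alternative run, with an adjusted p by limma between 0.116 and 0.763 over single transcripts. Over summed genes it was -1.53, with an adjusted p of 0.00093, and 3.8e-06 with transcripts of 200 bases or more. The ratio lay between -1.70 and -1.45 with a replicate left out.

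The count of changed transcripts was 2. It was 0 with no filter on low values, where 2725 had an unadjusted p under 0.05, and 0 with eBayes without a trend, where 1404 did. It was 4 with an adjusted p threshold of 0.1. In the paired analysis the replicate number is a replicate block; with no replicate block the count was 4, both for FPKM and for TPM, whereas TPM with the replicate block gave 2. Summed genes gave 62, and 93 with a pseudocount of 0.1 FPKM, 45 with TPM, 38 with median of ratios, 75 with a minimum of 5 FPKM, 66 with no replicate block and 11 with the GC trend removed with the replicate block (8 higher and 3 lower). Because the deviations of same-numbered libraries had a correlation of -0.13 over genes, the pairs were also crossed, which gave 29 summed genes and 2 transcripts. With transcripts of 200 bases or more, the count was 218, and 232 with a pseudocount of 0.1 FPKM, 152 with TPM (109 higher and 43 lower), 137 with median of ratios (120 higher and 17 lower), 141 with no replicate block (118 higher and 23 lower) and 77 with the GC trend removed with the replicate block (68 higher and 9 lower). Leaving out a replicate leaves 1 library per condition and no test. In its place, 15 transcripts had an absolute log2 ratio of at least 1 in both pairs with the same sign, against 190 to 232 in a single pair, and 5 summed genes did so.

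The Spearman correlation between the pairs, 0.21 over transcripts, was 0.24 with a pseudocount of 5 FPKM, 0.13 with no filter, 0.29 with a minimum of 5 FPKM, 0.36 over summed genes, 0.37 with transcripts of 200 bases or more and 0.37 over transcripts alone at their locus. The Pearson correlation, -0.054 over transcripts, was -0.085 with a minimum of 5 FPKM and -0.14 over transcripts alone at their locus. Over summed genes it was 0.086, and 0.40 with transcripts of 200 bases or more. The ratio of the spread on knockdown to that between replicates, 1.22, lay between 1.08 and 1.36 with a replicate left out. In the authors' deposited table, 177 of 339 calls in both pairs had the same sign (52.2%) when an absolute log2 fold change of at least 1 was required, and in the authors' deposited table of transcript tests, with no limit on the fold change, 835 of 1033 did, 441 higher and 394 lower. The difference between highly and moderately expressed transcripts, -0.034, was -0.056 at 50 FPKM or more. Over summed genes at 100 FPKM or more it was -0.080, and -0.077 without ribosomal protein genes.

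The median log2 ratio of pluripotency genes, -0.069, was -0.048 with the GC trend removed, -0.105 with TPM and between -0.086 and -0.075 with a replicate left out. That of germ layer markers, -0.064, was -0.099 with TPM and between -0.123 and -0.078 with a replicate left out. With TPM, helicases gave -0.036 against -0.0067, p53 targets -0.014 against 0.022 and genes named in the paper -0.102 against -0.066. The last lay between -0.125 and -0.077 with a replicate left out. The p53 targets gave 0.0029 with the GC trend removed and 0.0050 to 0.0070 with a replicate left out. The 2-cell-like list gave 0.40 with a pseudocount of 0.1 FPKM and 0.31 to 0.34 with a replicate left out. Its members not seen before gave 0.38 with a pseudocount of 0.1 FPKM, 0.297 with the GC trend removed, 0.295 with TPM and between 0.2599 and 0.261 with a replicate left out.

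Atad2 passed the threshold when its transcripts were summed. Among 23 other named transcripts, 153 of 158 alternatives kept the direction and the side of the threshold. This says little about stability, since all of these but Mir684-2 and Mir1907 had adjusted p between 0.475 and 0.965 by limma, in a test over transcripts that recovered 0% of 2-fold changes in simulated data. The 3 that reversed are transcripts whose gene did not follow them when its transcripts were summed, with log2 ratios of 0.12 for Sec22b, 0.041 for Arih2 and -0.11 for Metap2. The other 2, Mir684-2 and Mir1907, lost the threshold with eBayes without a trend. The tables hold no counts, so no limit of detection could be given for transcripts listed at 0 FPKM.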

Other observations

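All tests of explanations in this part were chosen after the results were seen. The gene lists other than the 2-cell-like list, the seed matches in the pairs and the comparisons by expression class were planned.

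Among the transcripts that the authors called in both pairs with the same sign, the extremes were often isoforms of one gene going in opposite directions. Of Sec22b, the transcript of 1815 bases went from 16.4 to 1.19 FPKM in pair 2 and that of 1811 bases from 1.94 to 18.6 FPKM, while their sum went from 18.3 to 19.8 FPKM. Arih2 showed the same, with log2 ratios of -1.58 and 1.42 for a pair of transcripts. Atad2 itself (-1.58), Vps29 (1.66) and Metap2 (1.35) were the other named extremes, and 3 of the 10 chosen transcripts have no name. Genes with at least 2 tested transcripts had a Spearman correlation between the pairs of 0.14 over transcripts and 0.35 when the transcripts were summed. Genes with 1 tested transcript had 0.34. A candidate explanation is that fragments of a gene were divided between overlapping transcripts differently in each library. The rise to 0.353 is what it predicts. Summing also averages other noise, which this test does not separate.

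The signed fold change used here may give expressed genes a wide box by its construction, since no value lies between -1 and 1 except 0. At 10 FPKM or more, the quartiles of the comparison between the si-ctrl libraries, which involves no knockdown, lay 2.09 apart, and those between the si-Atad2 libraries 2.12 apart, against a mean of 2.13 on knockdown, and under 0.1 FPKM they coincided at 0. On the log2 scale, which has no gap, pair 1 spread 1.41 times and pair 2 1.01 times as wide as replicates at 10 FPKM or more. Whether Figure 2D was drawn in this form is not known. The Atad2 peaks were not analysed here, so this says nothing on whether genes with peaks change more than genes of the same expression without peaks.

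Highly expressed genes had slightly lower ratios than moderately expressed genes in both pairs. Over summed genes the difference was -0.044 in pair 1 and -0.049 in pair 2. With the trend with GC content removed its mean was -0.0472, and without ribosomal protein genes -0.0460, which argues against either as the whole cause. Between libraries of the same condition the difference was at most 0.0216. With 1 such comparison per condition, differences between libraries cannot be told apart from the knockdown.

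Off-target silencing through the siRNA seeds was examined without assigning an siRNA to a library. Genes with the seed match of siRNA 1 (TATATTC, 1091 genes) had a median log2 ratio of -0.031 in pair 2, against -0.014 for other genes. Off-target silencing through the seed of siRNA 1 predicts a low rank, and the percentile was 0 among 104 other 7-mers of the same composition. In pair 1 the median was 0.034, at percentile 77.9. The si-Atad2 2 library stood at percentile 2.88 against si-ctrl 1 and at percentile 0 against si-Atad2 1, whereas si-ctrl 2 against si-ctrl 1 stood at 41.4. Relative to si-ctrl 1, genes with the match were less lowered in si-Atad2 2 than other genes (medians of -0.012 and -0.026). Relative to si-Atad2 1 they were more lowered (-0.049 and -0.024). Against expression-matched random lists, the planned comparison, these genes stood at percentile 100 in pair 1 and 0 in pair 2, but also at 100 between the si-ctrl libraries and at 99.5 for si-Atad2 2 against si-ctrl 1. Such lists therefore do not isolate a seed effect. The values are consistent with a small seed effect in pair 2, as a hypothesis from 4 comparisons of pairs and seeds, and were not used to say which siRNA a library received. For the seed of siRNA 2 (GTCAATC, 373 genes) the percentiles were 47.06 and 57, with no sign of such an effect. A small effect cannot be excluded, since which library received siRNA 2 is not known. Genes with a longer match of 8 bases (162 genes) stood at percentiles 85.07 and 7.86 among expression-matched lists, and at 99.82 between the si-ctrl libraries. The seed matches are not the whole cause of the lowered genes. Of the 45 genes other than Atad2 that were lower with transcripts of 200 bases or more and have a 3′ UTR, 11.1% held the match of siRNA 1 and 2.2% that of siRNA 2, against 10.9% and 3.7% of all genes. Of the 171 higher genes, 14.6% and 8.2% held them, the opposite of what silencing gives.

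The paper reports changes of E2F target and helicase genes for differentiating cells. In the undifferentiated cells analysed here, the median log2 ratio of 64 E2F targets was 0.055 in pair 1 and -0.026 in pair 2, and its mean ratio stood at percentile 99.98 among expression-matched lists, at 100 and 88.2 in the pairs. Between the si-ctrl libraries the median of these genes was 0.031 and between the si-Atad2 libraries -0.057, both larger in size than the mean of 0.012 on knockdown. The percentile of the mean ratio was 99.83 with the GC trend removed, so a high rank does not depend on that trend. With TPM the percentile was also 99.98. TPM scales all genes of a library alike, so this rank cannot test the scaling. The median of the mean ratios went from 0.012 to -0.023 with TPM. Between libraries of the same condition, where the direction is arbitrary, the list stood at percentile 98.4 for si-ctrl and 0.11 for si-Atad2. Both lie near an end, though neither is as extreme as 99.98, and this keeps the direction on knockdown open. Helicases (82 genes) had medians of 0.0027 and -0.015 and percentile 95.28, against 95.9 and 88.5 between libraries of the same condition, which leaves a rise open. Pluripotency genes (21) had medians of -0.075 and -0.086 and percentile 14.99, at 14.1 and 2.99 in the pairs, which leaves a fall open. With the GC trend removed, the percentile of the mean ratio was 42.7, while those of the pairs were 16.6 and 2.68. Between libraries of the same condition they were 62.5 and 73.3. Over all genes tested 1 pluripotency gene passed the threshold, and 1 when adjusted over the list alone. For E2F targets these counts were 2 and 2, and for helicases 1 and 1. The pluripotency gene that passed over the list alone was higher after knockdown. In both pairs 2 pluripotency genes were higher and 13 lower. Of the 9 with an unadjusted p under 0.05 by limma, 1 was higher and the others lower.

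Interferon response genes (15) had a median of 0.11 in pair 1 and -0.089 in pair 2, at percentiles 98.2 and 0.98, so that each pair alone would give the opposite direction; 0 passed over all genes, 4 had an unadjusted p under 0.05, and 2 passed when adjusted over the list alone. The p53 targets (26) had medians of 0.0070 and 0.0050, at percentiles 72.6 and 94.6 and at 97.6 for the mean ratio, which with the GC trend removed was 89.9 (0, 6 and 1 genes in the same counts). The 5 germ layer markers had medians of -0.078 and -0.123, at percentiles 12.2 and 0.99 and at 7.45 for the mean ratio (13.3 with the GC trend removed), with 0, 1 and 0 genes, and the 14 tested genes that the paper names -0.077 and -0.125. Of the latter, 9 were lower and 2 higher in both pairs, and their medians stood at percentiles 10.66 and 0.02 and at 9.77 for the mean ratio (10.68 with the GC trend removed), with Atad2 as the 1 gene passing over all genes and over the list alone. Of the FACT subunits 1, Ssrp1, was tested, with -0.076 and -0.0014. No explanation was tested for these.

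Genes of the 2-cell-like state, a rare and transient state of ES cell cultures, were higher after knockdown. The list of 51 genes was written after the values of 8 members had been seen, among them Zscan4d, which rose (log2 ratio 0.58), and Mt1 and Mt2, which fell. Of the 23 members tested, 20 were higher and 3 lower in both pairs, with medians of 0.31 and 0.34, above all 10000 expression-matched lists. Without the 8 members seen, 14 of 15 were higher in both pairs, with medians of 0.261 and 0.2599, against -0.012 between the si-ctrl libraries and 0.0044 between the si-Atad2 libraries. All 7 list members that passed over all genes tested were among the 8 seen, so how many of the other 15 passed is set by that choice. Of these 15, 14 had an unadjusted p under 0.05 (13 higher and 1 lower), 4 passed with transcripts of 200 bases or more (3 higher, and Dppa3 lower) and 13 when adjusted over the list alone (12 higher and 1 lower), which is no independent evidence. The median of their mean ratios was 0.308, and 0.297 with the GC trend removed (0.233 and 0.262 in the pairs), which argues against that trend as the whole cause. A larger share of cells in this state may be behind the rise of these 14 genes. Most of them belong to multi-copy families such as Zscan4 and Usp17l, whose reads the counting could divide between copies, so they do not count as separate genes. The members outside such families go both ways, with Tmem92 higher and Dppa3, which is also on the pluripotency list, lower (log2 ratios of 0.14 and -0.43). So a change of state cannot be told apart from a change within a few families.

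Ddx3x and its Y-linked paralog Ddx3y, chosen after their values were seen, were both higher after knockdown, with log2 ratios of 0.48 and 0.72 and adjusted p of 0.0015 and 0.00077 by limma over genes with transcripts of 200 bases or more. Reads shared between these paralogs make the share of each uncertain. Eif2s3y, another Y-linked gene, had a log2 ratio of -0.15 (adjusted p = 0.277 by limma). No explanation was tested.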
